# Dysregulation of genome-wide gene expression and DNA methylation in abnormal cloned piglets

**DOI:** 10.1186/1471-2164-15-811

**Published:** 2014-09-24

**Authors:** Guanglei Li, Qitao Jia, Jianguo Zhao, Xinyun Li, Mei Yu, Melissa S Samuel, Shuhong Zhao, Randall S Prather, Changchun Li

**Keywords:** SCNT, Piglets, DNA methylation, Gene expression

## Abstract

**Background:**

Epigenetic modifications (especially altered DNA methylation) resulting in altered gene expression may be one reason for development failure or abnormalities in cloned animals, but the underlying mechanism of the abnormal phenotype in cloned piglets remains unknown. Some cloned piglets in our study showed abnormal phenotypes such as large tongue (longer and thicker), weak muscles, and exomphalos. Here we conducted DNA methylation (DNAm) immunoprecipitation and high throughput sequencing (MeDIP-seq) and RNA sequencing (RNA-seq) of muscle tissues of cloned piglets to investigate the relationship of abnormal DNAm with gene dysregulation and the unusual phenotypes in cloned piglets.

**Results:**

Analysis of the methylomes revealed that abnormal cloned piglets suffered more hypomethylation than hypermethylation compared to the normal cloned piglets, although the DNAm level in the CpG Island was higher in the abnormal cloned piglets. Some repetitive elements, such as SINE/tRNA-Glu Satellite/centr also showed differences. We detected 1,711 differentially expressed genes (DEGs) between the two groups, of which 243 genes also changed methylation level in the abnormal cloned piglets. The altered DNA methylation mainly affected the low and silently expressed genes. There were differences in both pathways and genes, such as the MAPK signalling pathway, the hypertrophic cardiomyopathy pathway, and the imprinted gene *PLAGL1*; all of which may play important roles in development of the abnormal phenotype.

**Conclusions:**

The abnormal cloned piglets showed substantial changes both in the DNAm and the gene expression. Our data may provide new insights into understanding the molecular mechanisms of the reprogramming of genetic information in cloned animals.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-811) contains supplementary material, which is available to authorized users.

## Background

The first successfully employed nuclear transfer technology was reported by Briggs and King, who used embryonic frog blastomeres as nuclear donors in 1952 [1]. Since then, various species have been cloned [2–4]. The first cloned pigs produced by nuclear transfer from adult somatic cells were born in 2000 [5]. The cloning technology provides an opportunity to improve livestock production efficiency and to create genetic modifications in pigs for agriculture and medicine. Since the swine genome is now sequenced, the sequence information can be used to create better models of human disease [6–8]. Although the technology of SCNT has been applied successfully by many research teams, some SCNT animals have abnormal or lethal phenotypes, including facial abnormalities, pulmonary hypertension [3], contracted tendons [9], low birth weight [10, 11], as well as distinct depigmentation of the skin and hair [12]. Studies have demonstrated that Beckwith-Wiedemann syndrome (BWS), whose pathological phenotypes are similar to the abnormal phenotypes observed in our abnormal cloned piglets, is caused by epigenetic or genomic alterations in two imprinted domains on chromosome 11p15 [13]. Dysregulation of the putative imprinting center of imprinted genes (e.g., *IGF2*, *H19*, *CDKN1C*, *KCNQ1OT1*, *PLAGL1*) has been associated with BWS [14].

Based on previous studies, insufficient epigenetic reprogramming of somatic donor cells may result in phenotypic abnormalities in the offspring [15]. DNA methylation (DNAm) is believed to be the foundation for establishing and maintaining the epigenetic status in the genome [16]. DNAm occurs primarily at CpG dinucleotides (except for the regions enriched in CpG dinucleotides, which are called “CpG Islands”) in the mammalian genome [17]. In eukaryotes, DNAm results in controlling gene expression via regulation of DNA–protein interactions [18–20]. Although DNAm is one of the earliest identified epigenetic phenomena, studies of the relationship between DNAm of the whole genome and abnormal phenotypes in cloned animals (especially in cloned piglets) are lacking. Previous reports have mainly focused on cloned embryos [21–23], or detected methylation at certain repetitive regions or in individual genes [24, 25].

Methylated DNA immunoprecipitation combined with high throughput sequencing (MeDIP-seq) provides an efficient way to analyze DNAm of the entire genome [26–28]. Next-generation sequencing with RNA sequencing (RNA-seq) has shown considerable power for the analysis of gene expression without predefined transcripts or laborious cloning steps [29, 30]. Two studies analyzed the DNAm and gene expression patterns in normal or deceased cloned pigs using liquid chromatography and microarray hybridization [31, 32]. Altered DNAm and gene expression have not yet been investigated by RNA-seq and MeDIP-seq at the whole genome in cloned pigs with normal or abnormal phenotypes. MeDIP-seq and RNA-seq should provide more comprehensive evidence to understand the genome regions related to abnormalities in cloned pigs. Our work may contribute to the understanding of the epigenetic mechanisms which occur in cloned piglets with abnormal phenotypes.

## Results

### Global DNAm in cloned piglets

Biceps femoris and tongue muscles are both derived from the mesoderm and both are skeletal muscle, a form of striated muscle. Compared to other tissues, skeletal muscle consists of few cell types; thus using only biceps femoris muscle for sequencing results in a clean analysis, as there is not a mix of multiple cell types. A comparison of simple tissues will result in more stable and similar sequencing data between individuals. Muscles from different tissues have few differences in their DNA methylomes [33]. To decipher the genome-wide DNAm profiles from abnormal and normal cloned piglets, we dissected the biceps femoris muscle. Detection of genome-wide DNAm was accomplished using an Illumina HiSeq 2000. We obtained 4.8 Gb of raw data from each group (Table 1). Raw data were filtered and uniquely mapped reads were used for follow-up analyses. To obtain a genome-wide profile of MeDIP-seq reads to the reference genome, we aligned the MeDIP-seq read sequences to the porcine genome at 10 Kb length windows, and computed the read depth of each window after normalizing the read counts of each window (Additional file 1). All of the chromosomes have been mapped with the raw data, while the densities were different among these chromosomes. The density of the normalized reads mapped to the end of almost every chromosome was higher than that of other chromosome regions.

**Table 1:** **MeDIP-seq data summary for the two groups**

Group	Total reads	Mapped reads ^a^	Unique mapped reads	Reads mapping to repetitive sequences	Unique mapping rate ^b^ (%)
Abnormal cloned group	97,959,184	72,039,043	48,916,719	18,029,585	49.94
Normal cloned group	97,959,184	73,779,660	51,792,712	19,845,230	52.87

^a^Only the alignments within two mismatches were considered.

^b^Unique Mapping Rate = Unique Mapped Reads Count/Total Reads.

### Distribution of methylation data in gene elements

To further investigate the methylation data distribution within the genome, we calculated the proportion of reads in the following eight elements: repetitive elements, CpG Islands, upstream 2 kb of the transcription start sites (TSS), 5′untranslated regtions (UTRs), coding sequences (CDSs), Introns, 3′untranslated regions (UTRs), and downstream 2 kb of transcription termination sites (TTS) (Figure 1A). Repetitive elements and introns contained most of the reads. To show the variation trend of the reads in CpG Island and genebody elements in detail, we depicted the distribution line of the normalized reads (Figure 1B and C). Fewer reads in the upstream 2 kb of CpG Islands or intragenic regions were noted. However, the number of reads increased abruptly upon reaching the CpG Islands or intragenic regions, then the reads maintained a high level in the CpG islands and intragenic regions. In the downstream 2 kb of CpG Islands or intragenic regions, the reads decreased until they reached the same level as that in the upstream 2 kb. This phenomenon has been observed in other species [27, 34, 35]. Interestingly, the abnormal cloned piglets contained more normalized sequencing reads in CpG Islands and their 2 kb flanking regions than the normal cloned piglets; this phenomenon was not observed in the intragenic regions and their flanking regions.

**Figure 1:**
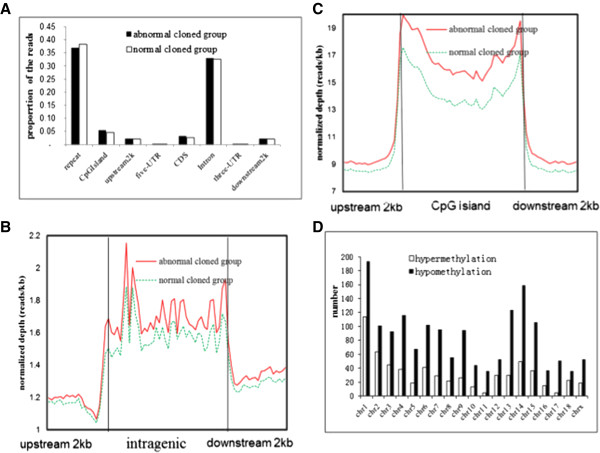
**The distribution of reads from the MeDIP-seq and analysis of the hypermethylated and hypomethylated areas. (A)** The proportion of the clean reads was inhomogeneous in the eight elements. The most two enriched elements were repetitive elements and the intron. **(B)** Normalized depth of the reads in the intragenic and the upstream 2 kb or the downstream 2 kb. No difference could be found. **(C)** The normalized depth in the CpG Island and the upstream 2 kb and downsteam 2 kb. The depth in the abnormal cloned group was more than the normal cloned group. **(D)** The number of DMRs in all of the chromosomes. The hypomethylated areas were more than the hypermethylated areas.

Based on a model which is employed to specifically identify peaks (Poisson distribution, p < 0.05; Additional file 2), the coverage of the peaks in the genome was 8.28%, 8.50% in abnormal cloned piglets and normal cloned piglets respectively. We detected 146,809 peaks in the abnormal cloned piglets, 145,564 peaks in the normal cloned piglets. Although 80% of CpG sites in mammalian cells are methylated [36], the distribution of methylated CpG is not distributed equally. We checked the methylation coverage of six parts in gene components: upstream 2 kb region of TSS; 5′ UTR; CDS; introns; 3′ UTRs; and the downstream 2 kb region of TTS. In these two groups, the coverage was the highest in the 5′ UTRs, CDS and 3′ UTRs (Additional file 3). Nearly 40% of the reads were mapped to repetitive sequence regions, which contained 53 types of repetitive elements. Among these elements, seven of them were significantly different between the two groups: Satellite/centr; LINE/L1; LINE/L2; LTR/ERVL-MaLR; Simple repeat; Low complexity; and SINE/tRNA-Glu (Table 2).

**Table 2:** **Differentially methylated repetitive regions in the two groups**

Repetitive category	Reads in the abnormal cloned group	Reads in the normal cloned group	***U***-test of the reads
**Satellite/centr**	694,821^b^	652,852	24.39^a^
**LINE/L1**	4,227,144	4,718,239	-15.63
**LINE/L2**	1,790,013	1,914,343	12.78
**LTR/ERVL-MaR**	621,073	670,546	2.94
**Simple_repeat**	603,820	608,746	12.38
**Low_complexity**	296,162	296,596	6.48
**SINE/tRNA-Glu**	7,174,386	8,109,706	-53.40

^a^If |u| > 1.96, then this repetitive category displays a difference between the two groups.

^b^These reads represent the reads which were uniquely mapped to the repetitive regions of the genome.

This table contains of the differentially methylated repetitive regions in the two groups.

### Hypermethylated and hypomethylated areas in the abnormal cloned group

Next, we carried out comparisons between the two methylomes, and defined methylation in the abnormal cloned group as a hypermethylated area when the number of methylated reads mapped to the genome was higher than that in normal cloned group; or a hypomethylated area if the number of methylated reads was lower than that in the normal cloned group. Here we only considered the methylation in the regions covered by reads from both groups and DNAm in the gene elements, and the difference in read numbers was greater than two fold. Most of the hypomethylated or hypermethylated areas were detected in introns, while several were in 5′ UTRs (Table 3). There were more hypomethylated areas than hypermethylated areas in all of the chromosomes (Figure 1D). The differential methylation percentages (measured by the unique reads) in the abnormal and normal cloned piglets were 10.8% and 14.4%, respectively. The annotation of the hypermethylated and the hypomethylated areas (Additional file 4) identified 101 DMGs.

**Table 3:** **Distribution of hypermethylation and hypomethylation in each gene elements**

Category	Hypermethylation ^a^	Hypomethylation ^b^
**Upstream 2 kb**	30^c^	62
**5′UTR**	3	7
**CDS**	134	253
**Intron**	425	1219
**3′UTR**	10	21
**Downstream 2 kb**	25	64
**Total**	627	1626
**Percentage of reads**	10.8%	14.4%

^a^The number of methylated reads in the abnormal cloned group was higher than that in the normal group. The number of reads was assessed using chi-square and FDR statistical methods; p < 0.05 was considered significant.

^b^The number of methylated reads in the abnormal cloned group was lower than that in the normal cloned group. The standard evaluation was the same as for hypermethylated genes.

^c^The percentage of the reads used to calculate the hypermethylation or hypomethylation in each group was gained from the used reads dividing the whole unique reads. All of the used reads were standardized.

### Gene ontology and pathway analyses of DMGs

To assess if the genes associated with differential methylation were enriched in some biological processes or pathways, we conducted gene ontology and pathway analyses using the DMGs. These DMGs were converted into human homologous genes via BioMart of Ensembl (http://asia.ensembl.org/index.html) due to the limited annotation of the pig genome. Based on Annotation, Visualization and Integrated Discovery (DAVID) analyses, 280 hypermethylated DMGs participated in 66 biological processes, and 35 terms of which reached significance (p < 0.05, Additional file 5). These biological processes mainly comprised phosphorylation; ion transport; and protein amino acid phosphorylation (Figure 2A). Also 111 hypermethylated DMGs were involved in 11 significantly different pathways, such as pathways in cancer; focal adhesion; and natural killer cell mediated cytotoxicity (Figure 2B). We also used DAVID analysis based on the hypomethylated DMGs. Among these DMGs, 720 genes participated in 127 biological processes, and 52 terms of which reached significance (p < 0.05, Additional file 6), such as phosphate metabolic process; phosphorus metabolic process; and phosphorylation (Figure 2C). Many of these processes are different from those of the hypermethylated DMGs. Two hundred sixty eight hypomethylated-DMGs participated in 24 pathways, and 13 pathways were significantly different, most of which were the same as for the hypermethylated DMGs (Figure 2D).

**Figure 2:**
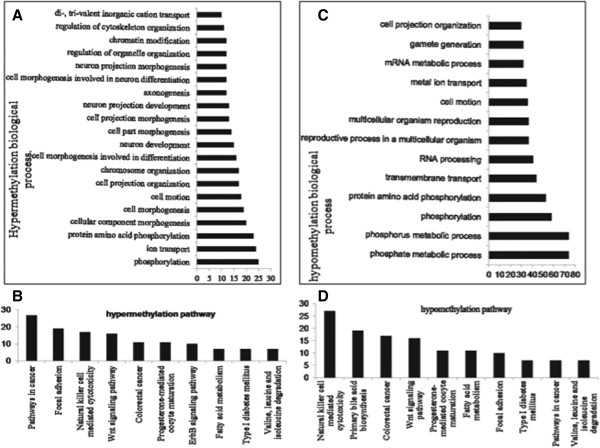
**Gene ontology and pathway analysis of the hypermethylated DMGs and hypomethylated DMGs.** DAVID software was used to conduct the analysis and partial results were shown in this figure. We only showed the prominent biological processes and pathway analysis. **(A)** Biological process of the hypermethylated DMGs. **(B)** Pathways analysis of the hypermethylated DMGs. **(C)** Biological process of the hypomethylated DMGs. **(D)** Pathways analysis of the hypomethylated DMGs.

### Global gene expression analyses for the two groups

Previous studies have put forth the hypothesis that epigenetic alterations could induce deviations from the normal pattern of mRNA expression in the early preimplantation embryo [37]. To investigate the differences in gene expression between abnormal and normal cloned groups in the whole-genome level, we conducted RNA-seq analyses. 

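Total RNA of biceps femoris muscle taken on Day 1 after birth was mixed into 1 pool from the 3 abnormal cloned piglets and 1 pool from the 4 normal cloned piglets, and 1 library was made from each pool. The sample labels give 3 piglets for the normal pool as well. All 3 abnormal and 2 of the normal cloned piglets were made from embryonic fibroblasts of the same male pig, and the other 2 normal cloned piglets from ear fibroblasts of another male, so the donor animal differed in part between the pools. The mRNA was enriched with oligo(dT) beads, and the authors mapped the filtered reads to Sscrofa9 transcripts with SOAPaligner/soap2, allowing at most 2 mismatches. They deposited, for each transcript with at least 1 read, the number of uniquely mapped reads (a count without normalization) and the RPKM, which divides that count by the transcript length and by the total of unique reads of the library. From these values the log2 ratio of RPKM (abnormal over normal, with an RPKM of 0 set to 0.001) and a two-sided Audic-Claverie test on the reads were computed for each gene. DEGs had a false discovery rate (FDR, Benjamini-Hochberg) of at most 0.001 and a log2 ratio of at least 1 in size, the thresholds the paper states. With 1 library per group, no difference has a replicate check, and the test compares these libraries, not the conditions. The intervals given with log2 ratios are 95% Wilson intervals of the share of a gene's reads that came from the abnormal library, and they cover counting error only. The 13 transcripts of the mitochondrial genome took 2296797 reads, or 36.0% (95% interval 35.98% to 36.05%), of the abnormal library and 3003288 reads, or 46.1% (95% interval 46.05% to 46.13%), of the normal library. All other transcripts had 4080773 reads in the abnormal library and 3512592 in the normal library, 1.16 times as many in the abnormal library.

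**Figure D1:**
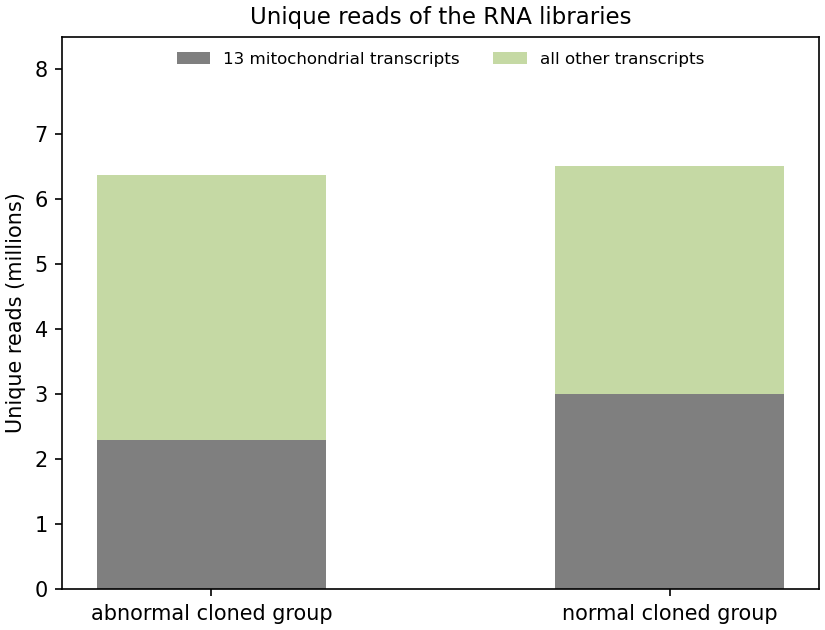
Unique reads of the library of each group, split into reads of the 13 mitochondrial transcripts and reads of all other transcripts. The totals differed by 1.02 times, while the mitochondrial part was 36.0% in the abnormal and 46.1% in the normal cloned group.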

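The counts of unique reads on genes summed to 6.38 M reads in the library of the abnormal cloned group and 6.52 M reads in the library of the normal cloned group. Each detected transcript had a median of 36 reads in the abnormal library and 27 in the normal library. The smallest abundance the depth could show, taken as 3 reads, was 0.470 RPM in the abnormal and 0.460 RPM in the normal library, where RPM is the RPKM before division by length. The 20 most abundant transcripts of each library held 53.7% of the reads in the abnormal and 62.2% in the normal cloned group.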

We obtained ≈ 8.5 million unique reads in each group. Through the annotation of raw data, 11,744 transcripts were detected in the abnormal cloned group and 11,720 transcripts were detected in the normal cloned group (Additional file 7). 

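At least 1 unique read was counted for 11744 transcripts in the abnormal cloned group and 11720 in the normal cloned group, 12535 transcripts in all. A gene symbol was given for 7999 of these in the abnormal and 8021 in the normal cloned group, and 3745 and 3699 had none. Both libraries shared 10929 transcripts. The 815 transcripts detected in the abnormal library alone had at most 28 reads, and the 791 detected in the normal library alone had at most 111. Exactly 1 read was counted for 975 transcripts in the abnormal and 1169 in the normal library. With detection set at an RPKM of at least 1, the numbers moved most, to 8491 transcripts in the abnormal and 7982 in the normal cloned group.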

Relative gene expression was calculated using the RPKM method (Reads per kb per million reads) to account for the variation in gene length [38]. To understand the changes in gene expression, an algorithm based on the algorithm reported by Audic et al. was developed to identify the DEGs between the two groups [39]. In total, 1,711 genes showed differential expression in the abnormal cloned group, of which 1,529 transcripts were up-regulated, and 182 were down-regulated (Table 4, Additional file 8).

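Under the two-sided Audic-Claverie test described above and the thresholds the paper states, 1692 of the 12535 genes (13.5%) were DEGs, of which 1510 were up-regulated and 182 were down-regulated in the abnormal cloned group, 8.30 up-regulated for each down-regulated gene. The median log2 ratio was 1.57 among the up-regulated and -1.46 among the down-regulated DEGs. In 173 DEGs the library with fewer reads held under 10 reads, and 7 DEGs had no read in the normal library and 7 none in the abnormal library. A gene without reads in the normal library needed at least 13 reads in the abnormal library to be called. Among the 7493 genes with at least 10 reads in both libraries, 68.7% had the higher RPKM in the abnormal cloned group and the median log2 ratio was 0.36. When the abnormal library was rescaled by that median, 812 genes were up-regulated and 498 down-regulated. The largest change came from edgeR's exact test with an assumed biological variation of 0.4, under which 2 genes were up-regulated and 1 was down-regulated; in simulated libraries this setting recovered 0 of 200 changed genes. From these DEGs, the paper proposes that the changes in gene expression were linked to the physical abnormalities of the cloned piglets.

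**Figure D2:**
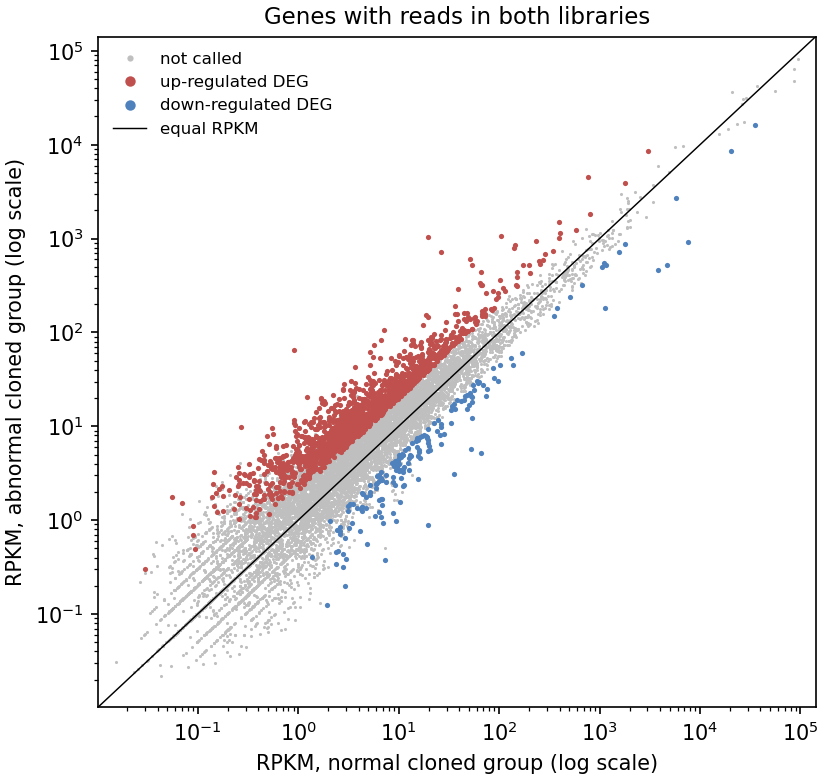
RPKM of each of the 10929 genes with reads in both libraries, normal cloned group on the horizontal and abnormal cloned group on the vertical axis (both log scales); up-regulated and down-regulated DEGs are coloured and the line marks equal RPKM. The up-regulated DEGs above the line far outnumber the down-regulated ones below it (1510 and 182 in all, including genes without reads in the other library, which are not drawn).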

**Table 4:** **Typical differentially expressed genes between the two groups**

GeneID	Normal cloned group RPKM	Abnormal cloned group RPKM	log2 Ratio Abnormal cloned group/ Normal cloned group)	Up/down	P-value	FDR	Symbol
**100153442**	0.90	65.62	6.18	Up^a^	3.21E-06	1.85E-05	*SMPDL3A*
**396959**	19.59	1046.76	5.74	Up	0	0	*CARP*
**100134978**	26.22	716.11	4.77	Up	3.44E-13	4.79E-12	*XIRP1*
**733657**	7.21	104.97	3.86	Up	1.80E-14	3.64E-13	*FBXO32*
**100048931**	5.67	72.65	3.68	Up	4.11E-14	7.71E-13	*HSPH1*
**100511413**	6.76	82.51	3.61	Up	2.10E-09	1.74E-08	*LOC100511413*
**100525306**	5.17	62.44	3.59	Up	6.08E-14	1.10E-12	*LOC100525306*
**100286778**	50.97	603.85	3.57	Up	7.68E-13	9.81E-12	*PDK4*
**100518997**	105.39	1063.03	3.33	Up	3.04E-11	3.05E-10	*FLNC*
**100337687**	53.22	526.62	3.31	Up	1.87E-13	2.90E-12	*CSRP3*
**100156435**	4728.49	522.52	-3.18	Down^b^	0	0	*TNNC1*
**100515755**	3844.93	467.28	-3.04	Down	0	0	*LOC100515755*
**396690**	7552.69	929.15	-3.02	Down	0	0	*MLC2V*
**414388**	1128.10	184.48	-2.61	Down	0	0	*TPM3*
**100513365**	53.99	12.16	-2.15	Down	5.16E-16	1.10E-14	*MGST2*

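Coordinates here and at the other genes are those of Sscrofa9. SMPDL3A (gene 100153442, chromosome 1, 41352453 to 41370661) had 639 reads in the abnormal and 9 in the normal cloned group, an RPKM of 65.6 against 0.905 and a log2 ratio of 6.18 (95% interval 5.25 to 7.11). CARP (gene 396959, chromosome 14, 107545885 to 107554865), a cardiac ankyrin repeat protein, had 11242 and 215 reads, an RPKM of 1046.8 against 19.6 and a log2 ratio of 5.74 (95% interval 5.54 to 5.93). The log2 ratio was 3.86 for FBXO32 (gene 733657; 713 against 50 reads) and 3.68 for HSPH1 (gene 100048931; 1669 against 133 reads). LOC100511413 on chromosome 15, an ankyrin repeat and SOCS box protein, had 251 against 21 reads and a log2 ratio of 3.61, and LOC100525306 on chromosome 13, a muscleblind-like protein, had 544 against 46 reads and a log2 ratio of 3.59. Among up-regulated genes with a symbol and at least 10 reads in each library, the 5 largest log2 ratios belonged to CARP, XIRP1 (4.77), HK2, FBXO32 and LOC100155620. HK2 (gene 494561, chromosome 3, 62545454 to 62621130), which encodes hexokinase-2, had 411 reads in the abnormal and 25 in the normal cloned group and a log2 ratio of 4.07 (95% interval 3.49 to 4.65). LOC100155620 (chromosome 4, 84598339 to 84623218), described as the feline leukemia virus subgroup A receptor, had 165 and 13 reads and a log2 ratio of 3.70 (95% interval 2.89 to 4.50). Each of these genes was called up-regulated, with the largest FDR, 5.76e-34, at LOC100155620. With edgeR's exact test at an assumed biological variation of 0.4, the calls remained at SMPDL3A and CARP and were lost at the others.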

^a^This gene was up-regulated in the abnormal cloned group.

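TNNC1 (gene 100156435, chromosome 13, 29205576 to 29208529), the troponin C of slow skeletal and cardiac muscle, had 2336 reads in the abnormal and 21598 in the normal cloned group, an RPKM of 522.5 against 4728.5 and a log2 ratio of -3.18 (95% interval -3.24 to -3.12). The MGST2 values in Table 4 match the entry ENSSSCG00000009059 (chromosome 8, 75278292 to 75282372), which had 28 and 127 reads, an RPKM of 12.2 against 53.99 and a log2 ratio of -2.15 (95% interval -2.74 to -1.56). The entry 414388, listed as TPM3, had 10 reads in the abnormal and 11 in the normal cloned group and was not called (log2 ratio -0.11, 95% interval -1.31 to 1.09). The TPM3 values in Table 4 match the overlapping entry ENSSSCG00000006556, which had 1933 and 12077 reads, a log2 ratio of -2.61 and was called down-regulated. Among down-regulated genes with a symbol and at least 10 reads in each library, the 5 smallest log2 ratios belonged to ALB (-4.47), MYH7, TNNC1, MYL3 (-3.04) and MLC2V (-3.02). MYH7 (gene 396860, chromosome 7, 82139840 to 82161925), the slow myosin heavy chain, had 120 and 1407 reads and a log2 ratio of -3.52 (95% interval -3.79 to -3.25). With edgeR's exact test at an assumed biological variation of 0.4, none of these genes was called, and at 0.2 all but MGST2 and the entry 414388 were.

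**Figure D3:**
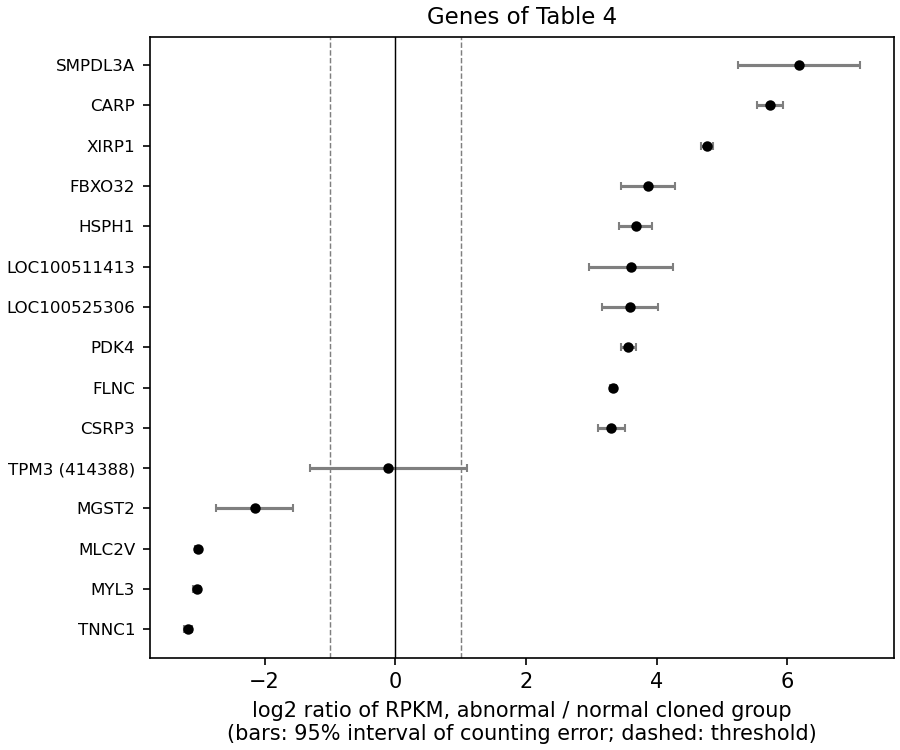
Log2 ratio of RPKM (abnormal over normal cloned group) for the genes of Table 4, as points with 95% intervals of counting error as bars; dashed lines mark the threshold of 1 in size. The ratios run from -3.18 at TNNC1 to 6.18 at SMPDL3A, and the entry 414388 listed as TPM3 lies at -0.11. The overlapping entry ENSSSCG00000006556, whose log2 ratio of -2.61 is the one Table 4 gives for TPM3, is not drawn.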

^b^This gene was down-regulated in the abnormal cloned group.

### Gene ontology and pathway analyses of the DEGs

Gene ontology analyses were conducted based on the DEGs using DAVID software. In total, 1,079 genes participated in 339 biological processes, and 243 terms reached significance (p < 0.05, Additional file 9), particularly regulation of transcription, and transcription (Figure 3A). Also, 33 pathways were identified (P < 0.05, Additional file 10), and the most prominent pathways among them were regulation of actin cytoskeleton, MAPK signalling pathway, and tight junction (Figure 3B).

**Figure 3:**
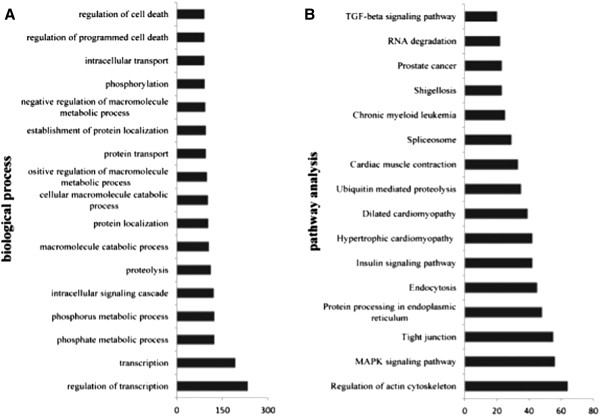
**Gene ontology and pathway analysis of the differentially expressed genes.** DAVID was employed to do the analysis by using all of the DEGs. We only showed the prominent biological processes and pathway analysis. **(A)** The biological process of the DEGs. **(B)** The pathway analysis of the DEGs.

### Validation of DMGs and DEGs by bisulfite sequencing and Q-PCR

To further validate the MeDIP-seq and RNA-seq data, we selected two DMGs for bisulfite sequencing and five DEGs for Q-PCR: scratch family zinc finger 1 (*SCRT1*), SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily a, member 2 (*SMARCA2*) (Figure 4A and B); albumin (*ALB*), activating transcription factor 3 (*ATF3*), interleukin-6 receptor subunit beta (IL6ST*),* pyruvate dehydrogenase kinase, isozyme 4 (*PDK4*), and cardiac ankyrin repeat protein (*CARP*) (Figure 4C). 

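In the RNA-seq libraries, CARP had 11242 reads in the abnormal and 215 in the normal cloned group, 53.4 times the RPKM. PDK4 (gene 100286778, chromosome 9, 70465829 to 70477355) had 7294 and 629 reads, 11.8 times the RPKM and a log2 ratio of 3.57 (95% interval 3.45 to 3.68). IL6ST (gene 100037294, chromosome 16, 32637552 to 32684001) had 148 and 18 reads, 8.40 times the RPKM and a log2 ratio of 3.07 (95% interval 2.37 to 3.77). ATF3, which the files list as LOC100524516 on chromosome 9 (123225230 to 123237460), had 872 and 110 reads, 8.10 times the RPKM and a log2 ratio of 3.02 (95% interval 2.73 to 3.30). ALB (gene 396960, chromosome 8, 58915609 to 58935318) had 12 reads in the abnormal and 271 in the normal cloned group, an RPKM 22.1 times as high in the normal cloned group and a log2 ratio of -4.47 (95% interval -5.29 to -3.64). The first 4 of these genes were called up-regulated and ALB down-regulated, with FDR values of at most 7.18e-26. GAPDH, the reference of the Q-PCR, had 105365 reads in the abnormal and 92805 in the normal cloned group and was not called (log2 ratio 0.21, 95% interval 0.20 to 0.23). Its direction reversed, to a log2 ratio of -0.15, when the abnormal library was rescaled by the median ratio. All 5 Q-PCR genes kept their calls with edgeR's exact test at an assumed biological variation of 0.2, and CARP alone at 0.4.

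**Figure D4:**
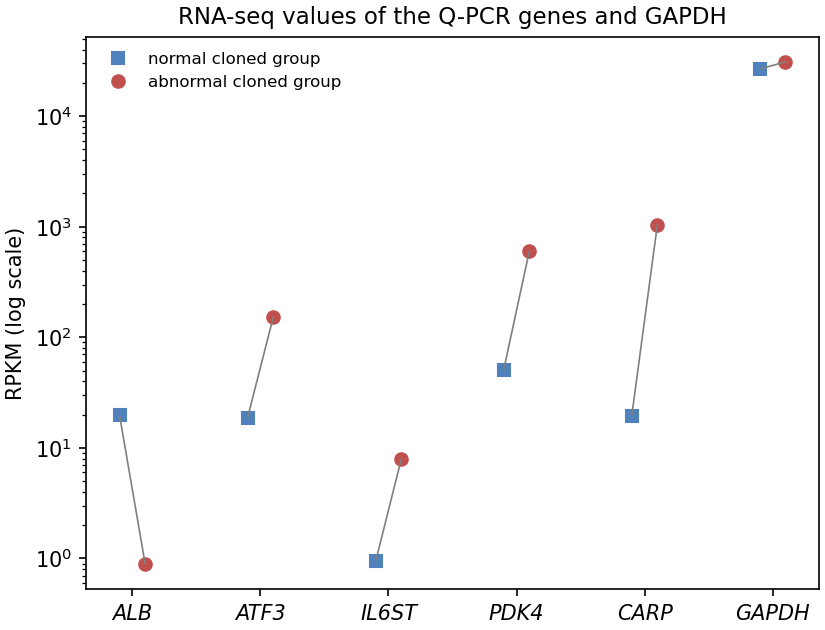
RPKM (log scale) of the 5 Q-PCR genes and of GAPDH in the normal (squares) and abnormal (circles) cloned group, 1 library each. ALB fell from 19.7 to 0.890, and the other 4 Q-PCR genes rose, CARP from 19.6 to 1046.8.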

Bisulfite sequencing and Q-PCR results were consistent with the MeDIP-seq and RNA-seq data, indicating our sequencing data were reliable although the fold change may be a little bit different.

**Figure 4:**
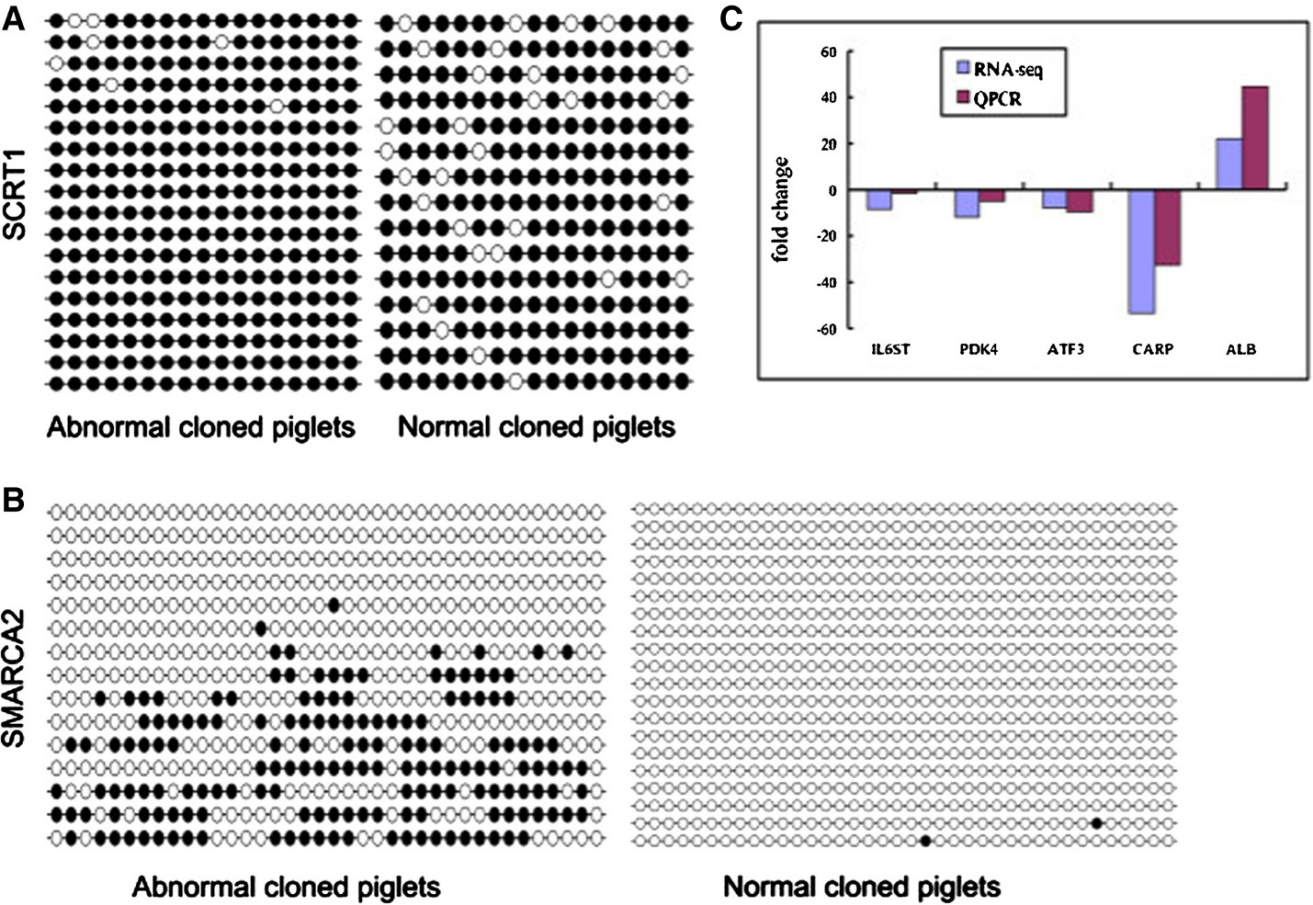
**Validation of differentially methylated genes by bisulfite sequencing and differentially expressed genes by Q-PCR. (A)** and **(B)** are the validation results of *SCRT1* and *SMARCA2* by bisulfate sequencing, respectively. The solid circles represent the methylated CpG locus and the hollow circles represent the unmethylated CpG locus. The Chi-square test showed that there are significant differences between normal and abnormal groups for each of two genes. **(C)** is the Q-PCR results of five genes. The vertical axis denotes fold change of the RNA-seq and Q-PCR in the abnormal cloned piglets compared to the normal cloned piglets. *ALB*: albumin; *ATF3*: activating transcription factor 3; *IL6ST*: interleukin-6 receptor subunit beta; *PDK4*: pyruvate dehydrogenase kinase; isozyme 4; *CARP*: cardiac ankyrin repeat protein.

### The relationship of DNAm and gene expression

DNAm has an important role in regulating gene expression and has different effects in different genetic elements. DNAm in promoter regions often suppresses gene expression, whereas DNAm in the gene body often promotes gene expression [40]. To test the relationship of DNAm and gene expression, we classified the genes into four categories according to gene expression levels: high expression (RPKM: 10–1,000), medium expression (RPKM: 1–10), low expression (RPKM: 0–1) and silent expression (RPKM: 0). 

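Of the 12535 genes with reads in either library, 54 had an RPKM over 1000 in both and were removed. Among the other 12481 genes, 3524 were at the high level in the abnormal and 2871 in the normal cloned group, 4897 and 5036 at the medium level, 3253 and 3738 at the low level, and 791 and 815 were silent. A further 16 genes in the abnormal and 21 in the normal cloned group had an RPKM over 1000 in that group alone. Counted gene by gene, 2517 genes were in a higher level in the abnormal than in the normal cloned group, 1332 in a lower level, and 8632 in the same level. Genes silent in the normal cloned group had a median of 1 read and at most 28 reads in the abnormal library, and genes silent in the abnormal cloned group had a median of 1 read and at most 111 reads in the normal library, so most silent genes were near the smallest value the depth could show. Rescaling the abnormal library by the median ratio moved these counts most, to 2975 genes at the high and 3693 at the low level in the abnormal cloned group.

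**Figure D5:**
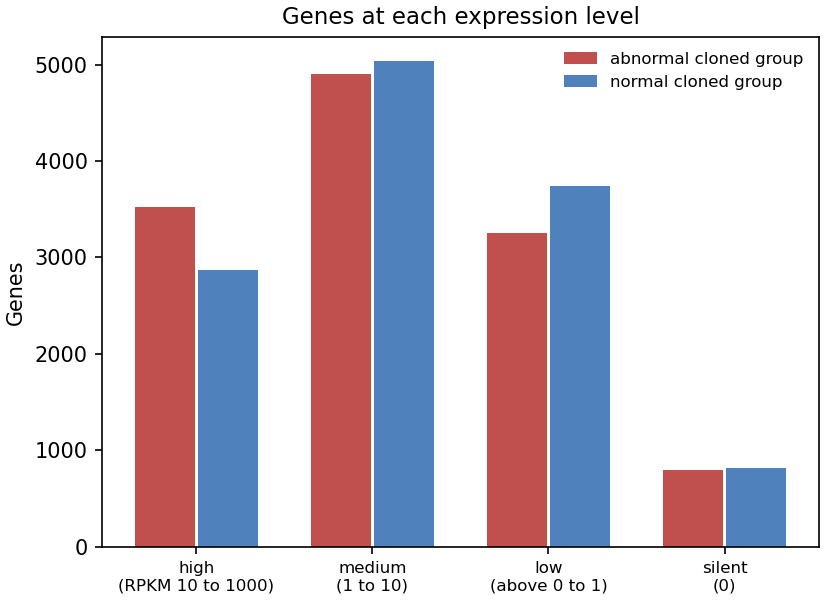
Number of genes at the high, medium, low and silent expression level (by RPKM) in the abnormal and normal cloned groups, 1 library each. The high level held 3524 genes in the abnormal and 2871 in the normal cloned group, and the low level 3253 and 3738.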

We removed the silently expressed genes that were not expressed in the two groups and the genes whose RPKM values were more than 1000 in both groups. Then we plotted the distribution of the DNAm based on the four expression levels in the two groups (Figure 5A and B). In the upstream 2 kb of TSS, the methylation level remained low no matter what the gene expression levels were. It was interesting to find differential methylation around TSS, where the high expression genes had the lowest DNAm, and the silently expressed genes had the highest DNAm. In the gene body regions, there were significant differences between the two groups in the four gene expression levels. In the abnormal cloned group, the number of reads was similar (or DNAm extent) between the high expression level and the middle expression level, while it was higher than that of the low and silent expression levels. However, in the normal cloned piglet group, the order of DNAm extent from high to low was the high expression level, the middle expression level, the low expression level and the silent expression level. We can draw the conclusion that the silently expressed genes contained more DNAm than the low expression genes in the abnormal cloned group. In the downstream 2 kb of TTS, the DNAm of the four levels dropped to a low level; especially for the higher expression level. 

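The gene names of the hypermethylated areas listed in Additional file 4 matched 193 genes with reads in the RNA libraries. Of these, 137 had a higher and 56 a lower RPKM in the abnormal cloned group, and 34 were called up-regulated and 2 down-regulated. Their median log2 ratio was 0.45, at the 76.6th percentile of 10000 random lists of the same size matched on expression, whose median was 0.38. Among the 133 of them with at least 10 reads in both libraries the median log2 ratio was 0.58, at the 98.7th percentile. With random lists matched on length as well, the 193 genes were at the 38.9th percentile, the alternative that moved the percentile most. Median-ratio rescaling lowered their median log2 ratio to 0.086, with 103 higher and 90 lower in the abnormal cloned group.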

We can infer that some genes which suffered hypermethylation in the abnormal cloned group don’t express at a normal level.

**Figure 5:**
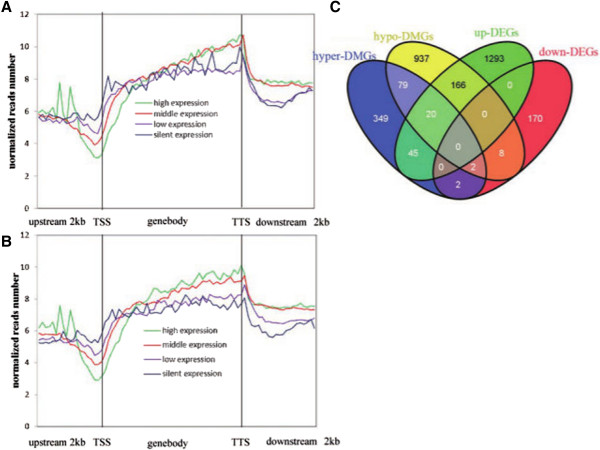
**Combined analysis of MeDIP-seq and RNA-seq. (A–B)** Distribution of MeDIP-seq reads in different expression level in the two groups. The upstream 2 kb of the TSS and downstream 2 kb of the TTS regions were divided into 20 windows, and the gene body was divided into 40 windows. The horizontal axis denotes different regions, while the vertical axis denotes the normalized read number. **(A)**: the abnormal cloned group. **(B)**: the normal cloned group. **(C)** Venn graph between the differentially expressed genes (DEGs) and the differentially methylated genes (DMGs). Each group was divided into the up-regulated and down-regulated.

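The copy of Additional file 4 lists 1998 areas of differential DNAm, with 1159 gene names at hypomethylated and 378 at hypermethylated areas, 65 of them at both. By name, 831 genes with reads in the RNA libraries matched these areas. The matching was incomplete: it reached 171 DEGs, while 242 of the 243 genes of Additional file 11 were called. Some genes with altered DNAm were therefore among those without a match, and the shares and percentiles describe the name-matched genes only. Of the 831 genes, 171 (20.6%) were DEGs, 162 up-regulated and 9 down-regulated, against 13.0% of the genes without a match. In 10000 random lists of 831 genes matched on expression the median share of DEGs was 14.6%, and 0 lists reached 20.6%. When the lists were matched on transcript length as well, the median share was 17.4% and 43 lists reached it. The 678 genes with hypomethylated areas had a median log2 ratio of 0.52, at the 99.5th percentile of random lists matched on expression, and 139 were called up-regulated and 7 down-regulated. With length matched as well, that median was at the 89.2nd percentile, the alternative that moved it most.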

Next we investigated whether the differential DNAm affected the gene expression, so we constructed a Venn diagram using the DMGs and DEGs (Figure 5C). 

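All 243 genes of Additional file 11 had reads in the libraries, and 242 of them were called DEGs, 230 up-regulated and 12 down-regulated, which was 14.3% of the 1692 DEGs. Their log2 ratios ranged from -4.29 to 3.70 with a median of 1.53. After the abnormal library was rescaled by the median ratio, 147 of the 243 genes were called. With edgeR's exact test at an assumed biological variation of 0.4, which moved the number most, 0 were called.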

In total, 243 genes were both differentially expressed and methylated, which accounted for 15.1% of the DMGs and 14.2% of the DEGs (Table 5, Additional file 11). The altered DNAm of these genes was primarily located in the gene body (especially in the intron regions). Through gene ontology analysis, phosphorus metabolic process and phosphate metabolic process were the significant biology processes. We also found the MAPK signalling pathway to be the most significant (Additional file 12).

**Table 5:** **DEGs potentially caused by DMGs**

GeneID	Normal cloned group RPKM	Abnormal cloned group RPKM	log2 ratio abnormal cloned group/normal cloned group)	P value	FDR	Position of regulated methylation	Symbol
**100154546**	66.2	320.5	2.28	0	0	*CDS* ^a^	*ABRA*
**100525414**	38.4	156.3	2.02	2.4E-12	2.8E-11	*Intron*	*SYNPO2*
**ENSSSCG00000016792**	44.7	139.9	1.65	4.7E-13	6.3E-12	*Intron*	-
**733596**	14.4	39.0	1.44	0	0	Intron^b^	*PLAGL1*
**100515375**	97.6	261.9	1.42	1.7E-12	2.1E-11	*Intron*	*LOC100515375*
**100153598**	96.7	238.2	1.30	1E-12	1.3E-11	*Down2k*	*TMEM110*
**ENSSSCG00000001485**	48.9	104.4	1.09	4.9E-13	6.5E-12	*CDS,Intron,*Intron	-
**100155420**	72.6	150.6	1.05	8.4E-13	1.1E-11	Intron	*NHP2L1*
**100520312**	373.4	181.8	-1.04	3.6E-39	9.2E-38	*up2k*	*LOC100520312*
**ENSSSCG00000006556**	1128.1	184.5	-2.61	0	0	*up2k Intron*	*TPM3*

^a^Some genes suffered hypomethylation in the abnormal cloned group. 

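ABRA (gene 100154546, chromosome 4, 30787333 to 30794625) had 2712 reads in the abnormal and 572 in the normal cloned group, an RPKM of 320.5 against 66.2 and a log2 ratio of 2.28 (95% interval 2.15 to 2.41). SYNPO2 (gene 100525414, chromosome 8, 90208385 to 90293945) had 3943 and 991 reads and a log2 ratio of 2.02 (95% interval 1.92 to 2.12). ENSSSCG00000016792 on chromosome 16, described as FAM134B-like, had 1527 and 498 reads and a log2 ratio of 1.65. LOC100515375 on chromosome 4, described as cold shock domain-containing protein E1-like, had 5521 and 2102 reads and a log2 ratio of 1.42. TMEM110 (gene 100153598, chromosome 13) had 2216 and 919 reads and a log2 ratio of 1.30 (95% interval 1.19 to 1.41). ENSSSCG00000001485 on chromosome 7 had 829 and 397 reads and a log2 ratio of 1.09 (95% interval 0.92 to 1.27). NHP2L1 (gene 100155420, chromosome 5) had 879 and 433 reads and a log2 ratio of 1.05 (95% interval 0.89 to 1.22). LOC100520312 (chromosome 6, 40534181 to 40537217), described as a NADH dehydrogenase 1 alpha subcomplex subunit 3-like protein, had 458 and 961 reads and a log2 ratio of -1.04 (95% interval -1.20 to -0.88). All 10 genes of Table 5 were called, and the largest FDR was 5.49e-36, at NHP2L1. The up-regulated calls of TMEM110, ENSSSCG00000001485 and NHP2L1 were lost when the abnormal library was rescaled by the median ratio, to log2 ratios of 0.94, 0.73 and 0.69. ABRA, SYNPO2 and the Ensembl entry of TPM3 alone kept their calls with edgeR's exact test at an assumed biological variation of 0.2, and no Table 5 gene did at 0.4.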

The font in italic means hypomethylation.

^b^Some genes suffered hypermethylation, the font in Roman means hypermethylation.

## Discussion

SCNT has considerable applications in agriculture and regenerative medicine [41–44]. Previous studies have demonstrated that abnormal phenotypes in cloned animals are caused mainly by epigenetic modifications rather than genetic mutations, as their offspring of the abnormal cloned animals tend to show normal epigenetic status and phenotypes [45, 46]. Although successful cloning has been achieved since the birth of the first cloned animal from adult somatic cells, the mechanisms related to many abnormal phenotypes or the inefficiency of SCNT technology are incompletely understood [22, 47, 48]. Few studies have focused on the gene expression and DNAm changes at an entire genome level [31, 49].

To elucidate the impact of aberrant DNAm on the abnormal development of cloned pigs, we compared the global DNAm and global gene transcript of abnormal and normal cloned group. Based on our methylome analysis, the abnormal cloned group displayed more hypomethylation than hypermethylation in the whole genome comparing to their normal litter mates, and this result is similar to other reports in pigs [21, 32, 50]. But we still cannot draw the conclusion that the abnormal cloned group was demethylated at the whole genome level, because the DNAm level in the CpG Islands were higher than in the normal cloned group (Figure 1D). Several DMGs had both hypermethylation and hypomethylation (Figure 5C). Reports have suggested that the repetitive sequences can be differentially methylated in the embryos of cows, mice and pigs [21, 23, 25, 51]. Seven differentially methylated repetitive elements were found in this study (Table 2), of which the most significant one was SINE/tRNA-Glu, this finding was also consistent with the data in another report [31]. This repetitive element in cloned mouse embryos was also reported by another group to be demethylated [52]. Satellite/centr was another aberrantly methylated repetitive element, but the methylation of this element increased in the abnormal cloned group. Satellite/centr may change expression of nearby genes via changing the binding of the transcription factors to chromatin [53]. Repetitive sequences comprise the majority of the genome and play a major architectural role to maintain the 3-dimensional structure of the nucleus [54], while the function of the repetitive elements are uncertain.

Although improper epigenetic reprogramming may lead to aberrant development of the embryo, these alterations don’t seem to explain all of the abnormal phenotypes. The aberrantly expressed genes in piglets from SCNT may also be associated with an abnormal phenotype during development; and this aberrant expression may be caused by DNAm. The RNA-seq analysis revealed numerous changes in gene expression, which were probably attributable to the physical abnormalities. These DEGs included 182 down-regulated genes and 1,529 up-regulated genes. However, many of the DEGs in the present study are different from those previously identified [31]. Different cloning procedures and embryo culture methods can cause differences in gene expression and DNAm [55], suggesting that complex mechanisms are involved in genome modifications resulting from SCNT. Through integrating profiling of DNAm and gene expression, our results revealed that the modification of the DNAm in the regions around TSS may have a direct effect on gene expression, which is accordance with previous documents [30]. In the abnormal cloned group, the altered DNAm mainly affected the low and silently expressed genes (Figure 5A- 5B). A total of 243 genes were co-altered in DNAm and gene expression, and these genes represented 14.2% of DEGs and 15.4% of DMGs. One explanation could be that only one-third of the genes in the mammalian genome are regulated by DNAm [56]. Athma reported that different levels of DNAm in the promoter region might explain as much as 12%–18% of the differences in gene expression between humans and chimpanzees [57]. A few changes in DNAm in the entire genome may not have sufficient effects on embryo development, but a few changes in DNAm in certain functional domains (e.g., core promoters) could have important effects on embryo development [58]. The survival rate of the embryos derived from SCNT is low before the first 30 days of pregnancy [59]. Here we studied the abnormal clones; and while they contained significant differences in terms of DNAm and gene expression it was not so extreme that the pregnancy was lost [60], likley these modification didn’t occur in the pluripotency markers, or other genes have compensated for gene dysregulation [60].

Imprinted genes play important roles in embryo development. But we only found a few differentially methylated or expressed genes in our data. 

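Of the 23 imprinted genes listed before the values were seen, 10 had reads in the libraries under a matching symbol, and 4 of them were called up-regulated and 0 down-regulated. The up-regulated genes were IGF2R, PLAGL1, INPP5F (137 reads in the abnormal against 58 in the normal cloned group, log2 ratio 1.27) and UBE3A (235 against 86 reads, log2 ratio 1.48). Of INPP5F and UBE3A, the 2 that the paper does not name, 1 was still called after rescaling by the median ratio. MEST (127 against 134 reads), SGCE (51 against 49 reads), DLK1 (293 against 359 reads), NNAT (14 against 5 reads), DIRAS3 (3 against 7 reads) and IMPACT (2 against 0 reads) were not called, and in the last 3 a difference of the size seen was not detectable at this depth. The median log2 ratio of the 10 genes was 1.35, at the 99.3rd percentile of random lists matched on expression, and fell to 0.62, at the 93.5th percentile, with a pseudocount of 1 added to RPKM. The 7 of them that the paper does not name had a median of 0.089 (-0.27 after median-ratio rescaling), at the 27.1st percentile. H19, IGF2, CDKN1C and KCNQ1OT1 were not listed under these symbols.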

Jiang et al. reported that there was no strong correlation between the level of the imprinted gene expression and the phenotype in pigs [10]. Among these genes, we found an imprinted gene, *PLAGL1*, which was different in both DNA methylation level and gene expression between the two groups. Expression was up-regulated in the abnormal cloned group, and the DNAm in the intron was also higher level than that of the normal cloned group. 

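PLAGL1 (gene 733596) lies on chromosome 1 from 22330280 to 22350417. It had 557 reads in the abnormal and 210 in the normal cloned group, an RPKM of 39.0 against 14.4 and a log2 ratio of 1.44 (95% interval 1.21 to 1.67), and was called up-regulated (FDR 3.29e-37, Audic-Claverie test). It remained called at a log2 ratio of 1.08 after the abnormal library was rescaled by the median ratio, but not with edgeR's exact test at an assumed biological variation of 0.2 or 0.4.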

*PLAGL1* regulates growth, and it can be considered to be a tumor-suppressor gene that regulates cell-cycle arrest and apoptosis [61]. Some reports have suggested that hypomethylation of *PLAGL1* is related to BWS, which often exhibits organomegaly [62, 63]. 

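NNAT (gene 449004, chromosome 17, 42973883 to 42976133) had 14 reads in the abnormal and 5 in the normal cloned group, an RPKM of 2.03 against 0.709. Its log2 ratio was 1.52 (95% interval 0.10 to 2.93) and it was not called (FDR 0.139, Audic-Claverie test), so a difference of this size was not detectable at this depth.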

*NNAT* is another imprinted gene which was hypomethylated in the abnormal cloned group, but we didn’t find a difference in its expression. The function of NNAT is associated with glucose transport, which may be regulated by glucokinase pathways [64]. The altered methylation of this gene may regulate other related genes. 

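IGF2R (gene 397214, chromosome 1, 8497941 to 8600764), the cation-independent mannose-6-phosphate receptor, had 294 reads in the abnormal and 67 in the normal cloned group. The RPKM was 6.18 against 1.38 and the log2 ratio 2.16 (95% interval 1.78 to 2.55), and the gene was called up-regulated (FDR 1.22e-34, Audic-Claverie test). The call was lost with edgeR's exact test at an assumed biological variation of 0.4.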

*IGF2R* is an important imprinted gene in regulating fetal growth [65], and its expression was increased in the abnormal cloned group which corresponded with our abnormal phenotype. Thus DNAm is not always associated with changes in gene expression.

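Of the 831 genes with reads that matched a gene name of an area with altered DNAm, 660 were not called DEGs. SMARCA2, which the files list as LOC100157302 on chromosome 1, had 392 reads in the abnormal and 442 in the normal cloned group, a log2 ratio of -0.14 (95% interval -0.34 to 0.05), and was not called.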

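IFRD1 (gene 493185, chromosome 18, 31939460 to 31962335) had 1018 reads in the abnormal and 397 in the normal cloned group, an RPKM of 76.6 against 29.3 and a log2 ratio of 1.39 (95% interval 1.22 to 1.56), and was called up-regulated (FDR 3.16e-64, Audic-Claverie test). With TMM scaling its log2 ratio was 0.996, under the threshold, and the call was lost, as it was with edgeR's exact test at an assumed biological variation of 0.2 or 0.4.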

The expression of *IFRD1* (also known as PC4) was up regulated in the abnormal cloned group compared to the normal group, and was hypomethylated in the gene body. *IFRD1* plays a regulatory role during the regeneration of adult muscle [66]. This gene is known to co-activate *MYOD* by promoting the transcriptional activity of *MEF2C* [67]. No studies have shown that the expression of this gene is regulated by DNAm, or that the methylation modification of *IFRD1* may serve as a novel regulator of muscle development.

The genes mentioned above showed changes both in DNA methylation and gene expression. In addition to these genes, some genes, such as *CSRP3*, *XIRP1*, and *CARP* may be related to the abnormal phenotype. 

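CSRP3 (gene 100337687, chromosome 2, 37534829 to 37555117) had 1995 reads in the abnormal and 206 in the normal cloned group, an RPKM of 526.6 against 53.2 and a log2 ratio of 3.31 (95% interval 3.10 to 3.51). XIRP1 (gene 100134978, chromosome 13, 19793817 to 19799336) had 25210 and 943 reads, an RPKM of 716.1 against 26.2 and a log2 ratio of 4.77 (95% interval 4.68 to 4.87). The log2 ratio of CARP was 5.74. All 3 genes were called up-regulated, with an FDR below 1e-300, and they kept the call with median-ratio, TMM and GAPDH rescaling, with totals without mitochondrial transcripts and with pseudocounts of 1 and 0.1. Under edgeR's exact test all 3 were called at an assumed biological variation of 0.2, and CARP alone at 0.4.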

All of the three genes were up regulated in the abnormal cloned piglets. *CARP* (which was validated in our Q-PCR data) is expressed mainly in the heart, lungs and muscle [68], and is induced upon injury and hypertrophy, suggesting it participates in muscle stress response pathways [69]. Xin actin-binding repeat containing 1 (*XIRP1*) is expressed in muscle satellite cells during the regeneration of skeletal muscle, and has an important role in the regulation of myoblast function [70]. Cysteine and glycine-rich protein 3 (*CSRP3*, also known as the muscle LIM protein) can promote myogenesis by activating *MYOD* [71]. *CSRP3*-knockout mice display type-I fiber atrophy and a shorter resting sarcomere length, suggesting that *CSRP3* is related to the maintenance of normal muscle characteristics [72]. These results provided a clue that most cloned animals may have some abnormal gene expression that can cause subtle phenotypic changes [55].

Gene ontology and pathway analysis are important ways to identify gene function and relationship of the DMGs or DEGs. From the results of biology process of the DMGs, there were few terms that co-exist in the hypermethylated DMGs and hypomethylated DMGs. But we also get the same terms from the pathway analysis of these two groups. It is reasonable to infer that the changed methylation of the abnormal cloned group was not random, and the genes sharing the same function may have different methylation levels. Pathway analyses of the DEGs revealed that most of the enriched genes were in the regulation of actin cytoskeleton, MAPK signalling pathway [32]. The roles of the MAPK pathway are in the proliferation, differentiation and migration of cells [32, 73, 74]. 

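MEF2C (gene 733590, chromosome 2, 85646913 to 85737797) had 538 reads in the abnormal and 206 in the normal cloned group. Its RPKM was 43.5 against 16.3, a log2 ratio of 1.42 (95% interval 1.18 to 1.65), and it was called up-regulated (FDR 3.89e-35, Audic-Claverie test). After the abnormal library was rescaled by the median ratio the log2 ratio was 1.06, still past the threshold, but the call was lost with edgeR's exact test at an assumed biological variation of 0.2 (FDR 0.0200) and of 0.4.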

Myocyte enhancer factor 2C (*MEF2C*) in the MAPK pathway was up-regulated in abnormal cloned piglets, and its function is to maintain the differentiated phase of muscle cells. MEF2C can modulate and restrain myogenesis by activating myostatin and myostatin-dependent gene processing in pigs [75]. 

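FLNC (gene 100518997, chromosome 18, 17986050 to 18013267) had 57348 reads in the abnormal and 5809 in the normal cloned group. The RPKM was 1063.0 against 105.4 and the log2 ratio 3.33 (95% interval 3.30 to 3.37), and the gene was called up-regulated with an FDR below 1e-300, a call lost with edgeR's exact test at an assumed biological variation of 0.4.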

Filamin-C-like isoform 1 (*FLNC*) in the MAPK pathway was also expressed at high levels among these DEGs. FLNC plays a crucial part in muscle development and maintains the structural integrity of muscle [76]. Hypertrophic cardiomyopathy pathway was another significant pathway in MAPK signalling. In this pathway some genes, *MLC2V*, *MYL3* and *TPM3*, which are related to muscle development were expressed highly in the normal cloned piglets, but they were all expressed at a lower level in the abnormal cloned piglets. 

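MLC2V (gene 396690, chromosome 14, 32237010 to 32245239) had 6779 reads in the abnormal and 56299 in the normal cloned group, an RPKM of 929.1 against 7552.7 and a log2 ratio of -3.02 (95% interval -3.06 to -2.99). MYL3, which the files list as LOC100515755 on chromosome 13 (24737679 to 24743192), had 2694 and 22648 reads, an RPKM of 467.3 against 3844.9 and a log2 ratio of -3.04 (95% interval -3.10 to -2.98). For TPM3 the files hold the Ensembl entry ENSSSCG00000006556 (chromosome 4, 99593788 to 99616404), with 1933 and 12077 reads and a log2 ratio of -2.61 (95% interval -2.68 to -2.54), and the overlapping entry 414388, with 10 and 11 reads and a log2 ratio of -0.11. The reads given are those the authors' counting assigned to each entry. MLC2V, MYL3 and the Ensembl entry of TPM3 were called down-regulated with an FDR below 1e-300, and the entry 414388 was not called. The 3 down-regulated calls were lost with edgeR's exact test at an assumed biological variation of 0.4.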

Abnormal muscle development was the prominent symptom in our cloned piglets, so these significantly expressed or methylated genes may be good candidates to further analyze the mechanisms of abnormal cloned pigs.

## Conclusion

Our study combined gene expression and DNAm at the entire genome level using high throughput sequencing to compare the differences and analyse the relationship of DNAm and gene expression in abnormal and normal cloned piglets. The abnormal cloned group suffered many alterations in DNA methylation and gene expression. Among them, we found some genes and pathways which may be related the abnormal phenotype. Our data may provide new insights into understanding the molecular mechanisms of the reprogramming of genetic information in cloned animals.

## Methods

### Ethics statement

All animal experimentation was conducted at the University of Missouri. All procedures were preapproved by the University of Missouri Institutional Animal Care and Use Committee (#s 3319 and 3947). Veterinary staff was consulted on a daily basis regarding the health and care of the cloned piglets.

### Cloned piglets

All of the surrogate sows were raised with standard rations and water in an experimental pig farm or in the Animal Science Research Center (ASRC) at the University of Missouri-Columbia. All of the cloned piglets produced by Somatic Cell Nuclear Transfer (SCNT) program [77] were delivered by caesarean section on Day 117 of gestation and were raised in the ASRC. Samples of biceps femoris muscles from four normal cloned piglets at Day 1 after birth and three abnormal cloned piglets at the same age were collected. All the donor cells for producing SCNT cloned piglets were from the fibroblast cells (3 abnormal and 2 normal cloned piglets from Day35 embryonic fibroblast cells from a male large white pig; Another 2 normal cloned piglets from ear fibroblast cells at day1 after birth from another male large white pig). The three abnormal cloned piglets were new-born and they had some abnormal phenotypes such as macroglossia, standing and walking disabilities, and acromphalus similar to BWS patients. All samples were flash-frozen in liquid nitrogen and stored at -80°C.

### DNA isolation and MeDIP-seq

DNA was isolated from muscle samples using the phenol-chloroform method. DNA was sonicated to gain fragments in the range 100–500 bp, and dAs were added to the 3′ ends of the extracted DNA. The adaptors were then ligated to the two ends of each fragment. Detailed steps can be referenced from the protocol of the Paired-End DNA Sample Prep kit (Illumina). The double-stranded DNA was denatured, and then an antibody that recognizes 5-methylcytosine (5-mc) was used to immunoprecipitate the DNA fragments containing regions of methylated-CpGs (Magnetic Methylated DNA Immunoprecipitation kit; Diagenode). After PCR amplification of the enriched fragments, we selected the 220–320 bp fragments using a Gel Extraction kit (28706; Qiagen). The selected DNA fragments were quantified using an Agilent 2100 Analyzer. The quantified library was sequenced using an Illumina HiSeq 2000 at the Beijing Genomics Institute (Shenzhen, China). Raw data were as FASTQ files and each read was 49 bp.

### MeDIP-seq sequence alignments and data analyses

The pig reference genome was downloaded from the Ensembl database (ftp://ftp.ensembl.org/pub/release-61/fasta/sus_scrofa/dna/). Repetitive datasets were obtained from RepeatMasker (Transposons) and Tandem Repeats Finder (Tandem repeats), downloaded from ftp://ftp.ensembl.org/pub/release-61/gtf/sus_scrofa/Sus_scrofa.Sscrofa9.61.gtf.gz. The upstream 2 kb and downstream 2 kb regions of CpG Islands (DNA length, > 200 bp; G + C content, > 50%; observed CpG/expected CpG, > 0.60), and intragenic regions were divided into 20 portions at the identical lengths. The 49 bp sequenced reads were aligned to the pig reference genome using the aligning software Mapping and Assembly with Qualities (MAQ), which allowed 2 bp mismatches. After alignment, and filtering the adapter sequences and possible contaminants, the uniquely mapped reads were used for further analyses. The unique reads were used to scan the peaks (a peak is the enrichment region where the reads was aligned to the same position in the genome) using the Model-based Analysis of ChIP-Seq (MACS1.4.0).

To identify hypermethylation and hypomethylation, we carried out differential analyses of several samples based on the peaks. Peak regions were assembled and the number of reads of each sample was calculated. The numbers of reads were assessed using chi-square and false discovery rate (FDR) statistical methods; p < 0.05 was considered significant. The differential methylation also needed to be in the regions covered by reads from both samples, and the difference in read number had to be greater than twofold. The pig genome contains widespread repetitive elements. To conduct a comparison between the two groups, we introduced the *U* test (which is suitable for the comparison of percentages). If |u| < 1.96, the repetitive sequence did not exhibit a difference, otherwise the difference was noted.

### RNA isolation and RNA-seq

Total RNA was extracted from samples of biceps femoris muscle using TRIzol Reagent (Invitrogen). The concentration and quality of RNA was confirmed using an Agilent 2100 system and agarose gel electrophoresis (AGE). Equal amounts of RNA from the tissue samples of three abnormal cloned piglets, and four normal cloned piglets were mixed into two pools. The two independent RNA pools were then used for library construction and sequencing by the Beijing Genome Institute. Briefly, after evaluation of the quality of total RNA, mRNA was enriched by using oligo(dT) magnetic beads. After adding the fragmentation buffer, mRNA was disrupted into short fragments (≈200 bp). First-strand cDNA was synthesized using a random hexamer primer using the mRNA fragments as templates. Then buffer, dNTPs, RNase H and DNA polymerase I were added to synthesize the second strand. Double-strand cDNA was purified with a QiaQuick PCR Extraction kit and washed with Ethidium Bromide buffer for end repair and addition of single adenine nucleotide. Finally, sequencing adaptors were ligated to the fragments. Fragments were purified by AGE and enriched by PCR amplification. Library products were ready for sequencing analyses via Illumina HiSeq™ 2000. Original data were transferred into sequence data by base calling (which was defined as raw data or raw reads and saved as FASTQ files).

### RNA-seq data analyses

To obtain clean reads, raw reads were filtered before data analysis. First, the adaptors were removed; second, reads in which unknown bases were > 10% were discarded; and third, low-quality reads (the percentage of low-quality bases of quality value ≤ 5 in a read were > 50%) were removed. Clean reads were mapped to reference sequences using SOAPaligner/soap2. Mismatches of no more than 2 bases were allowed in the alignment. The message abundance was calculated using the RPKM method [38]. To identify differentially expressed genes (DEGs), we developed an algorithm to be used between two samples by referring to “the significance of digital gene expression profiles” [39]. The probability of one gene being expressed equally between two samples was judged according to the p value corresponding to the differential gene expression test and FDR [78]. We used a FDR ≤ 0.001 and an absolute value of log2 ratio ≥ 1 as the threshold to judge the significance of the difference in gene expression. Functional annotation of DEGs was done by using DAVID. The hierarchical cluster analysis was conducted using MeV software ver2.0 with Euclidean distance for samples.

### Bisulfite sequencing

One microgram of the pooled DNA from the abnormal cloned group and the normal cloned group was bisulfite-treated using EZ DNA methylation-gold kit (Zymo Research). We amplified the gene fragments using the Ex Taq® Hot Start Enzyme (Takara) with the bisulfite-treated DNA as the template. Primers for the fragments of *SCRT1* were: forward 5′ –GTTTTTGTTGGGGTAGGGTAT- 3′, reverse 5′- CTTCCTTACTTCCTAAACCAACC-3′; Primers for the fragments of *SMARCA2* were forward 5′- TGGTAGGAATGTTTTTTGTGTT -3′, reverse 5′-TCCCATACTAACAATCTTCTCC -3′. All of the fragments were recovered using gel extraction kit (QIAGEN) and then cloned into the pMD™ 18-T Vector (Takara). More than 15 clones for each fragment were sent for sequencing.

### Quantitative real-time PCR (Q-PCR) validation of DEGs

Reverse transcription was conducted using SuperScript II Reverse Transcriptase (Invitrogen) according to manufacturer instructions, and cDNA was used in the Q-PCR with SYBR Green (Takara) to validate the RNA-seq. We designed the primers for the selected genes using the Primer Premier 5.0 program. The primers used are shown in Additional file 13. *GAPDH* was used as the housekeeping gene. The data from the Q-PCR was analyzed by the 2–^***ΔΔ***CT^ method [79], using the detailed procedure described previously [80].

### Availability of supporting data

All the RNA-seq data and the MeDIP-seq data from this study have been submitted to the NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under SuperSeries accession No. GSE51477, including SubSeries accession No. GSE51282 for RNA-seq data (No. GSM1241829 for Abnormal_cloned_group - RNA-Seq and No. GSM1241830 for Normal_cloned_group - RNA-Seq) and SubSeries accession No. GSE51476 for MeDIP-seq data (No. GSM1246252 for Abnormal_cloned_group - MeDIP-Seq and No. GSM1246253 for Normal_cloned_group - MeDIP-Seq). The following link has been created to allow public review of record GSE51477: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=khinewugfjelzsn&acc=GSE51477.

## Electronic supplementary material

Additional file 1: Distribution of MeDIP-Seq reads on each chromosome on the genome We scanned the genome which has been divided into 10 kb length windows using the raw data, and then computed the reads depth of each window, and then normalized the reads count of each window using this formula: RC*1,000,000/URC. RC: Reads count of the distinct 10 kb length window. URC: Unique reads count of the sample. (A) The abnormal cloned group (B) the normal cloned group.

Additional file 2: **Peaks obtained from the two groups Peak is the enrichment region where the reads was aligned to the same position in the genome.**

Additional file 3: **Coverage of peaks for each gene element The horizontal axis denotes the six gene-function elements (upstream 2 kb of TSS, 5′ UTRs, exons, introns, 3′ UTRs and downstream 2 kb of TTS).** The vertical axis denotes the coverage on the component peaks on the function elements. (A) The abnormal cloned group (B) the normal cloned group.

Additional file 4: **Differentially methylated areas in the comparison of the abnormal cloned group and the normal cloned group.**

Additional file 5: **Biological process analysis of the hypermethylated DMGs.**

Additional file 6: **Biological process analysis of the hypomethylated DMGs.**

Additional file 7: **Transcripts detected in both groups.**

Additional file 8: **DEGs in the comparison of the abnormal cloned piglets and the normal cloned piglets.**

Additional file 9: **Biological process analysis of the DEGs.**

Additional file 10: **Pathway analysis of the DEGs.**

Additional file 11: **The common genes between the DMGs and the DEGs.**

Additional file 12: **Gene ontology and pathway analysis of the common genes DAVID software was used to conduct this analysis.** (A) Biological process of the common genes (B) Pathway analysis of the common genes.

Additional file 13: **The primers used in the Q-PCR validation of the DEGs.**

## Abbreviations

SCNT: Somatic cell nuclear transfer
RNA-seq: RNA sequencing
MeDIP-seq: DNAm immunoprecipitation high throughput sequencing
DMG: Differentially methylated genes
TSS: Transcription termination site
5′UTR: 5′ untranslated region
CDS: Coding sequence
3′UTR: 3′ untranslated region
TTS: Transcription start site
DAVID: Database for on annotation, visualization and integrated discovery
RPKM: Reads per kb per million reads.

# Supplementary material for: Dysregulation of genome-wide gene expression and DNA methylation in abnormal cloned piglets
**Source:** BMC Genomics. 2014 Sep 24;15(1):811. doi: 10.1186/1471-2164-15-811
**Supplement:** Supplementary file 2 — Additional file 2: Peaks obtained from the two groups Peak is the enrichment region where the reads was aligned to the same position in the genome.

**Additional file 2: peaks obtained from two groups**

|                                | <b>Total<br/>peaks<sup>a</sup></b> | <b>Peak mean<br/>length</b> | <b>Peak Median<br/>Length</b> | <b>Peak Total Length</b> | <b>Peak Covered Size<br/>In Genome</b> |
|--------------------------------|------------------------------------|-----------------------------|-------------------------------|--------------------------|----------------------------------------|
| <b>Abnormal cloned piglets</b> | 146809                             | 1276.06                     | 1104                          | 187337580                | 8.28%                                  |
| <b>Normal cloned piglets</b>   | 145564                             | 1321.13                     | 1145                          | 192308374                | 8.50%                                  |

<sup>a</sup>peak is the enrichment region where the reads was aligned to the same position in the genome

# Supplementary material for: Dysregulation of genome-wide gene expression and DNA methylation in abnormal cloned piglets
**Source:** BMC Genomics. 2014 Sep 24;15(1):811. doi: 10.1186/1471-2164-15-811
**Supplement:** Supplementary file 7 — Additional file 7: Transcripts detected in both groups.

**Additional file 7: detected transcripts in the two groups**

|                                | <b>Total transcripts<sup>a</sup></b> | <b>Annotated transcript</b> | <b>unknown transcripts</b> | <b>Percentage of annotated transcripts</b> |
|--------------------------------|--------------------------------------|-----------------------------|----------------------------|--------------------------------------------|
| <b>Abnormal cloned piglets</b> | 11744                                | 7998                        | 3746                       | 68.1%                                      |
| <b>Normal cloned piglets</b>   | 11720                                | 8021                        | 3699                       | 68.4%                                      |

<sup>a</sup> the data used in this section was the clean data which was filtered as described in methods.

# Supplementary material for: Dysregulation of genome-wide gene expression and DNA methylation in abnormal cloned piglets
**Source:** BMC Genomics. 2014 Sep 24;15(1):811. doi: 10.1186/1471-2164-15-811
**Supplement:** Supplementary file 13 — Additional file 13: The primers used in the Q-PCR validation of the DEGs.

the primers for QPCR

| Genes              | Primer sequence (5'-3')        | Tm (°C) |
|--------------------|--------------------------------|---------|
| IL6ST <sup>a</sup> | Forward: TCAAAGCAAGTTTCATCAGT  | 56      |
|                    | Reverse: GCCACCTCGTCTTACAGTC   |         |
| PDK4 <sup>b</sup>  | Forward: GGACCCTTGGGACACTT     | 58      |
|                    | Reverse: GCCAGCCATTGACTTCT     |         |
| ATF3 <sup>c</sup>  | Forward: CACGAAAGCCGAGGTAG     | 58      |
|                    | Reverse: TATCAAATGCTGCTTCTCA   |         |
| CARP <sup>d</sup>  | Forward: CATTTTGAAGTTGCCGC     | 58      |
|                    | Reverse: TGGGTATGGGCAGTATCA    |         |
| ALB <sup>e</sup>   | Forward: TGAAGACTATCTGTCCCTGGT | 58      |
|                    | Reverse: GTCTGCATGGAAGGTGAAG   |         |

<sup>a</sup> interleukin-6 receptor subunit beta

<sup>b</sup> pyruvate dehydrogenase kinase; isozyme 4

<sup>c</sup> activating transcription factor 3

<sup>d</sup> cardiac ankyrin repeat protein

<sup>e</sup> albumin

How the deposited data were processed for this re-analysis (not part of the article)

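RNA of biceps femoris muscle was sequenced as 1 library from a pool of 3 abnormal cloned piglets and 1 library from a pool of 4 normal cloned piglets (3 in the sample labels). The authors removed adaptors and low-quality reads, mapped the reads to Sscrofa9 transcripts with SOAPaligner/soap2 allowing at most 2 mismatches, and deposited the count of uniquely mapped reads of each transcript, without normalization. The authors also deposited the RPKM of each transcript, the count divided by the transcript length in kb and by the total of unique reads. Recomputing the RPKM from the counts, lengths and totals gave the deposited values to within a relative difference of 3.3e-08 in the abnormal and 2.9e-08 in the normal library. Transcripts without a unique read are left out of each table and were taken as 0.

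The conditions of the libraries were taken from the sample titles and labels. The counts summed to 6.38 M reads in the abnormal and 6.52 M reads in the normal cloned group, so that 3 reads correspond to 0.470 and 0.460 RPM. Genes were identified by the deposited identifiers, of which 8429 were Entrez numbers and 4106 Ensembl identifiers; 7194 of the Entrez numbers were matched to a RefSeq symbol. Coordinates are those of Sscrofa9 in the deposited tables. The length of 10 genes differed between the tables.

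For each gene the log2 ratio of RPKM (abnormal over normal cloned group, with an RPKM of 0 set to 0.001) and the Audic-Claverie probability of the reads, two-sided by doubling, were computed, with Benjamini-Hochberg adjustment over the 12535 genes with reads in either library. A gene was called a DEG at an FDR of at most 0.001 and a log2 ratio of at least 1 in size. P-values below 1e-300 are given as that bound. No model with replicates could be fitted with 1 library per group, so the test compares the libraries and not the conditions. Intervals of log2 ratios are 95% Wilson intervals of the abnormal share of a gene's reads and cover counting error only.

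A gene list was described by the percentile of its median log2 ratio among 10000 random lists of the same size, drawn within 10 bins of expression. Where length was matched as well, the lists were drawn within 5 bins of expression crossed with 5 bins of transcript length. Matching on length thus also made the expression bins coarser. The lists of fibre-type, immediate-early, heat-shock, muscle-atrophy, liver, red-blood-cell and imprinted genes were written before the data were examined, and the genes with altered DNAm were taken from Additional files 4 and 11. The genes named at the paper's sentences were every gene the paper names in its text, Table 4 or Table 5 that the files list, and the 5 largest and 5 smallest log2 ratios among called genes with a symbol and at least 10 reads in each library. MYOD, listed as MYOD1, was added under this rule after the other values were seen.

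The alternatives were rescaling of the abnormal library by the median ratio, by TMM or to equal GAPDH, totals without the 20 most abundant transcripts of either library, Fisher's exact test, edgeR's exact test with an assumed biological variation of 0.4 or 0.2, Benjamini-Yekutieli adjustment, pseudocounts of 1 and 0.1, a minimum of 10 reads in both libraries, a log2 ratio of at least 2, an FDR of at most 0.05, and a correction of the log2 ratio for transcript length by the running median of 501 genes. An upper tail of the Audic-Claverie test that leaves out the observed count, and totals without the mitochondrial transcripts, were added after the data were seen.

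The tests were tried on simulated data in which 200 genes were changed. With counting noise alone, the Audic-Claverie test with these thresholds recovered 172 of the 200 genes and called 0 unchanged genes. With a simulated biological variation of 0.4 it recovered 152 and called 1517 unchanged genes, while edgeR's exact test recovered 0 with an assumed variation of 0.4 and 74 with 0.2, the latter with 113 unchanged genes called. With counting noise alone edgeR's exact test recovered 0 with an assumed variation of 0.4 and 1 with 0.2. The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16. The MeDIP-seq, bisulfite sequencing and Q-PCR measurements and the gene ontology and pathway terms were not analysed here.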

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

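The tests of the scale of the libraries on the heat-shock, immediate-early and muscle-atrophy genes, the tests of length on these and on the liver genes other than ALB, and the test of a uniform mitochondrial change were chosen after the result was seen; the tests of the other liver genes and of the nuclear respiratory-chain genes were set before. LOC100520312, a respiratory-chain gene that the paper names, was left out of that list after its result was first seen. All results in this part concern genes the paper does not name. With 1 pool per group, none of them can be told apart from differences between the piglets of a pool or between the donor animals, which was not tested, and no biological explanation is claimed for any of them.

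Mitochondrial transcripts held 36.0% of the unique reads in the abnormal and 46.1% in the normal cloned group, a difference between the groups in transcripts the paper does not discuss. The totals of the libraries differed by 1.02 times, so depth is set aside as an explanation. Entry by entry the change was not uniform, since 9 were lower and 4 higher in the abnormal library (10 and 3 after rescaling by the median ratio). The largest log2 ratio was 1.49, for NADH dehydrogenase subunit 4L, while the overlapping entry of subunit 4 had 0.05. ATP synthase F0 subunit 8 had 0.81 and the overlapping subunit 6 had -0.44. The ratio of an entry may thus differ from that of the RNA it lies on, so this test cannot rule out a uniform change.

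The 45 nuclear respiratory-chain genes that the paper does not name had a median log2 ratio of -0.46, with 41 lower and 4 higher in the abnormal cloned group (42 and 3 after rescaling by the median ratio), against 0.13 in expression-matched random lists. With length matched as well they lay at the 0th percentile of 10000 lists, which is consistent with less of the respiratory chain as a whole in the abnormal pool. Of these genes 2 were called down-regulated and 0 up-regulated, and 13 and 0 after rescaling by the median ratio. Whether a smaller share of oxidative fibres, fewer mitochondria per fibre or the handling of the tissue was the origin was not tested.

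The 13 heat-shock genes that the paper does not name had a median log2 ratio of 1.22, with 12 higher and 9 called up-regulated in the abnormal cloned group. CRYAB (27563 against 4730 reads, log2 ratio 2.57), BAG3 (2.90) and HSPB8 (2.49) changed most. They were at the 99.9th percentile with length matched, so the length of the transcripts does not account for the shift. A shift of scale between the libraries does not account for all of it, since 5 of the 9 were still called after rescaling by the median ratio, with a median log2 ratio of 0.86.

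The 13 immediate-early genes had a median log2 ratio of 1.41, with 12 higher (11 after rescaling by the median ratio) and 8 called up-regulated. Their percentile was 99.88 with length matched. The matching barely moved the median of the random lists, from 0.26 to 0.33, so this test alone cannot rule out the length of the transcripts. After rescaling by the median ratio 3 of the 8 were still called, so most of the calls depended on the scale, while the median log2 ratio was 1.05. FOS (317 against 128 reads) and CYR61 (1106 against 262 reads) rose, and JUN (646 against 656 reads) did not.

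The 5 muscle-atrophy genes that the paper does not name had a median log2 ratio of 1.65, all 5 were higher and 4 were called up-regulated. They were at the 99.55th percentile with length matched, and 2 of the 4 were still called after rescaling by the median ratio, at which their median log2 ratio was 1.29. FOXO3 (144 against 32 reads, log2 ratio 2.20) changed most. The time between delivery or death and freezing, which could raise heat-shock and immediate-early transcripts, was not analysed here, and the list percentiles above (99.94 for the heat-shock genes) do not tell it from a lasting difference.

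The 10 liver genes other than ALB had a median log2 ratio of -5.07, with 9 lower and 1, APOA1, slightly higher in the abnormal cloned group (log2 ratio 0.12, lower after rescaling by the median ratio). This is consistent with RNA from liver or from other cells that make plasma proteins in the normal pool. With length matched they lay at the 0th percentile. The matching barely moved the median of the random lists, from 0.33 to 0.29, so this test alone cannot rule out the length of the transcripts. The values are low: AHSG had 34 reads in the normal and 0 in the abnormal library, FGB 36 and 4, and with a pseudocount of 1 the median log2 ratio was -0.88. FGB and AHSG were the 2 genes called. APOA1, with 298 against 281 reads, did not follow the others, and a lower expression of these genes in the muscle of the abnormal cloned piglets was not excluded.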

How the results depend on the processing

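The alternatives were set before the data were examined, except the upper tail without the observed count and the totals without mitochondrial transcripts, which were chosen after seeing the data, as were the alternatives for the lists other than the fibre-type and DNAm lists. Each changed 1 choice. No paired analysis was possible because each group has 1 library, a pool of its piglets. Counts from all mapped reads and a correction for GC content were not run, since only the unique reads of each transcript were analysed here, and a minimum of 1 unique read is already met by every gene listed.

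The up-regulated DEGs outnumbered the down-regulated ones under every alternative, but how far they did depended on the scaling. In place of 1510 up and 182 down (ratio 8.30), there were 812 and 498 (ratio 1.63) with median-ratio rescaling, 751 and 548 (ratio 1.37) with TMM scaling, 882 and 424 (ratio 2.08) with totals without the 20 most abundant transcripts, and 987 and 369 (ratio 2.67) with totals without mitochondrial transcripts. With rescaling to equal GAPDH there were 337 down-regulated DEGs (ratio 3.08) and 1037 up-regulated. These scalings lowered the RPKM of the abnormal library by 1.16 to 1.31 times. A log2 ratio of at least 2 left 415 and 42 (ratio 9.88), and an FDR of 0.05 gave 342 down-regulated DEGs (ratio 5.77).

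With edgeR's exact test there were 243 up and 20 down (ratio 12.15) at an assumed biological variation of 0.2, and 2 up and 1 down (ratio 2) at 0.4. These counts follow from the variation assumed, which 1 library per group cannot estimate, and do not measure what replicates would change. In simulated libraries with counting noise alone the test recovered 1 of 200 changed genes at 0.2 and 0 at 0.4. With a simulated biological variation of 0.4 it recovered 74 at 0.2, with 113 unchanged genes called, and 0 at 0.4. A call lost under this test therefore does not show that a gene is unchanged. Fisher's exact test, Benjamini-Yekutieli adjustment, both pseudocounts, the minimum of 10 reads, the length correction and the upper tail without the observed count kept the counts within 1.5 times, from 1267 to 1543 up-regulated and from 147 to 196 down-regulated.

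Of the 243 genes with altered DNAm and expression, 242 were called; 147 were with median-ratio rescaling, 134 with TMM scaling, 155 without the 20 most abundant transcripts, 78 at a log2 ratio of 2, and 49 and 0 with edgeR's exact test at 0.2 and 0.4. The other alternatives gave 170 to 243. Beyond the scaling, whose effect follows from the shift of the median, the cause was not tested.

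The median log2 ratio of the genes with hypomethylated areas, 0.52, was at the 99.5th percentile, but at the 89.2nd with length matched. With at least 10 reads in both it was 0.55, at the 99.99th percentile. For genes with hypermethylated areas it was 0.45, at the 76.6th percentile, 0.58, at the 98.7th, with at least 10 reads in both, and at the 38.9th, below the median of the random lists, with length matched; the cause was not tested. The median of the fast-fibre genes reversed from 0.23 to -0.13 with median-ratio rescaling, a shift that moved every random list as much. Spearman's rho of log2 ratio with transcript length across genes was 0.214, 0.350 with at least 100 reads in both and 0.142 with a pseudocount of 1 on all genes; the cause was not tested.

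Of the 38 named genes, GAPDH reversed, from a log2 ratio of 0.21 to -0.18 with TMM scaling, -0.15 with median-ratio rescaling and -0.033 without mitochondrial transcripts. With median-ratio rescaling 3 other named genes lost their call, with TMM scaling 4, with rescaling to equal GAPDH 2 and without mitochondrial transcripts 2. With edgeR's exact test 10 lost it at 0.2 and 31 at 0.4. None of the 38 changed its call under Fisher's exact test, Benjamini-Yekutieli adjustment, the pseudocounts or the upper tail without the observed count, nor did the 36 that have at least 10 reads in both under that minimum. Detected transcripts and expression levels stayed within 1.5 times under their alternatives. The depth limits genes with few reads: a gene without reads in the normal library was called from 13 reads on.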

Differences from the paper's values

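The P-values of up-regulated genes differed from the paper's in 15 of the 17 comparisons with a P-value above 0 in Tables 4 and 5, and the other 2 comparisons were of down-regulated genes. In Table 4 the paper's P-value is 3.21E-06 for SMPDL3A, against 1.0e-178 from the Audic-Claverie test here. For FBXO32 the paper's is 1.80E-14 and the value here 2.9e-154, for LOC100511413 the paper's is 2.10E-09 and the value here 2.8e-52, and for LOC100525306 the paper's is 6.08E-14 and the value here 2.1e-111. For XIRP1 (the paper's 3.44E-13), HSPH1 (the paper's 4.11E-14), PDK4 (the paper's 7.68E-13), FLNC (the paper's 3.04E-11) and CSRP3 (the paper's 1.87E-13) the value here was below 1e-300. In Table 5 the paper's P-value is 2.4E-12 for SYNPO2 and 1.7E-12 for LOC100515375, and both were below 1e-300 here. For ENSSSCG00000016792 the paper's is 4.7E-13 and the value here 8.3e-126, for TMEM110 the paper's 1E-12 and 3.2e-128 here, for ENSSSCG00000001485 the paper's 4.9E-13 and 1.4e-37 here, and for NHP2L1 the paper's 8.4E-13 and 1.8e-37 here. None of the alternatives set before the data were examined closed these gaps to within 1.5 times. With edgeR's exact test at an assumed biological variation of 0.2, which changes the test and calls 243 up-regulated genes, some came closer: 5.2e-13 for CSRP3, 2.1e-13 for LOC100525306, 3.3e-15 for FBXO32 and 4.6e-15 for HSPH1. Under the same edgeR test others stayed far below the paper's, with 7.5e-25 for SMPDL3A and 3.1e-23 for XIRP1. TMEM110 (0.0020) and NHP2L1 (0.013) were far above the paper's. That test therefore does not account for the paper's P-values. In the paper's Additional file 8, 304 of the 1529 up-regulated genes have a P-value of 0 and 369 have a P-value over 1000 times the one here, while 0 of the down-regulated genes have a P-value over 1000 times the one here.

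For TPM3, which Table 4 lists with gene 414388, the paper's RPKM is 1128.10 in the normal and 184.48 in the abnormal cloned group, with the paper's log2 ratio at -2.61. That entry had an RPKM of 1.18 and 1.09 here and a log2 ratio of -0.11. None of the alternatives set before the data were examined closed the gap. The entry ENSSSCG00000006556, which Table 5 lists as TPM3, had an RPKM of 1128.1 and 184.5 and a log2 ratio of -2.61, the paper's values. It was looked up after the values of gene 414388 were seen. The paper's identifier for MGST2 in Table 4 was not listed, and its values were found at the entry ENSSSCG00000009059.

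The direction of the RNA-seq fold changes in Fig. 4C was the opposite of the one here, with the legend giving the abnormal relative to the normal cloned piglets. The paper's Table 4 lists CARP and PDK4 as up-regulated in the abnormal cloned group, the direction found here. The sign in Fig. 4C thus differs from the paper's own table for these genes, while the sizes were close to those here. The paper's fold change for CARP is about -53 in Fig. 4C, read by eye, and 53.4 here. For PDK4 it is about -12 in Fig. 4C, read by eye, and 11.8 here. For ATF3 it is about -8 in Fig. 4C, read by eye, and 8.10 here. For IL6ST it is about -8 in Fig. 4C, read by eye, and 8.40 here. For ALB the paper's is about 22 in Fig. 4C, read by eye, and -22.1 here. None of the alternatives set before the data were examined changed these signs.

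Smaller differences stayed within 1.5 times. The paper's number of up-regulated genes is 1529 and the number here 1510, of which 1505 were on the paper's list; the 24 genes on the paper's list alone had an FDR from 0.00102 to 0.00154, and the 5 called here alone had 1 read in the normal library. With the upper tail of the test without the observed count, an alternative chosen after seeing the paper's list, all 1529 were among 1543 up-regulated genes. The 182 down-regulated genes were the same. Of the paper's 243 genes with altered DNAm and expression 242 were called, and all 243 at an FDR of 0.05 and, chosen after seeing the values, with that upper tail. The paper's number of unique reads is 8.5 M per group, against 6.38 M in the abnormal and 6.52 M in the normal cloned group.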

Other observations

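The tests of the 20 most abundant transcripts and of length for the genes with hypomethylated areas were chosen after the result was seen; the other tests in this part were set before. Each explanation is a hypothesis, since it was found and tested on the same libraries.

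More genes were up-regulated than down-regulated in the abnormal cloned group. The totals of the libraries differed by 1.02 times, so a difference in depth is not a candidate. A few very abundant transcripts that took more of the normal library would leave fewer reads to all others. The criterion set for it, at most 2 up-regulated for each down-regulated DEG after median-ratio rescaling, was met with a ratio of 1.63, but centring on the median removes a shift of any origin, so this test alone cannot decide. With totals that leave out the 20 most abundant transcripts of either library (22 transcripts, 11 of them mitochondrial, with 54.1% of the abnormal and 62.9% of the normal reads), the median log2 ratio of genes with at least 10 reads in both fell from 0.36 to 0.052. This is consistent with a large part of the asymmetry coming from these transcripts, although 882 up-regulated and 424 down-regulated DEGs remained. Whether their share differs because of the piglets or the libraries was not tested.

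The log2 ratio rose with transcript length, with Spearman's rho 0.214 across 7493 genes, which are not independent replicates. The median was 0.031 in the 749 shortest genes (75 to 756 bases) and 0.72 in the 750 longest genes (3565 bases or more). This value lies between the limits set for a length bias as the origin of the asymmetry, so the asymmetry cannot be told apart from it. The length correction left 1401 up-regulated and 196 down-regulated DEGs, but it keeps the overall shift between the libraries, so these counts do not settle the point. A candidate explanation for the length trend is less intact RNA in the normal pool. Of 193 transcripts of at least 2000 bases with 20 to 200 reads in each library and reads within 1.1 times of each other, 75.6% had the larger covered part in the abnormal library, with a median coverage of 59.2% against 54.2%. This is consistent with reads spread less evenly along long transcripts in the normal library, and a difference in library preparation would give the same.

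Of the 13 slow-fibre genes listed, 6 had reads under a matching symbol, and their median log2 ratio was -3.03, below all 10000 random lists. With length matched their percentile was still 0, but the matching barely moved the random lists (from a median of 0.20 to 0.21), so this test alone cannot rule out short transcripts. MYH7, with 6022 bases, fell by 3.52 on the log2 scale. The 9 fast-fibre genes were at the 64.2nd percentile, with a median log2 ratio of 0.23 that reversed to -0.13 with median-ratio rescaling. This is consistent with a smaller share of slow fibres in the abnormal pool, but 4 of the 6 slow-fibre genes (TNNC1, MYL3, MLC2V and TPM3) are named by the paper, and CASQ2 (log2 ratio 0.37) did not fall. The listed entry of TPM3, 414388, had 10 and 11 reads and a log2 ratio of -0.11, while the overlapping entry ENSSSCG00000006556, which is outside the list, had 1933 reads in the abnormal and 12077 in the normal library and a log2 ratio of -2.61.

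The other 10 liver genes had a median log2 ratio of -5.07, and of -0.88 with a pseudocount of 1, since several had no read in the abnormal library. Of these genes 9 were lower and 2 were called down-regulated, while APOA1, with 298 reads in the abnormal and 281 in the normal library, did not fall. The limit set for RNA of other cells in the normal pool as the origin of the lower ALB was a median fall of at least 1 on the log2 scale. It was met with an RPKM of 0 set to 0.001, but not with the pseudocount of 1. The test rests on genes with few reads. The 4 red-blood-cell genes with reads had a median log2 ratio of 1.17, at the 88.3th percentile, and HBB had 2692 reads in the abnormal and 4003 in the normal library. The 10 imprinted genes were at the 99.3rd percentile, but the 7 that the paper does not name, with a median log2 ratio of 0.089 (-0.27 after rescaling by the median ratio), were at the 27.1st.

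DEGs were more frequent among genes with altered DNAm (20.6%) than in random lists matched on expression (14.6%). These genes were longer, with a median of 2036 bases against 1437 for the others. With length matched as well, the share was at the 99.6th percentile of random lists, whose median was 17.4%. For the genes matched by name, length can thus account for part of the difference. The 5 bins of length leave differences in length within a bin, and the span of a gene with its introns was not matched. The test therefore cannot tell whether length accounts for the remainder. The matching missed genes with altered DNAm, since it reached 171 DEGs against 242 called genes of Additional file 11. No conclusion is drawn for genes with altered DNAm as a whole. For the genes with hypomethylated areas, the median log2 ratio of 0.52 was at the 89.2nd percentile with length matched. The matching raised the median of the random lists from 0.38 to 0.46, so length can account for part of that shift. The remainder was not apart from random lists. With at least 10 reads in both, but without length matching, the median was 0.55, at the 99.99th percentile. GC content was not tested.

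MYOD1 (chromosome 2, 38709241 to 38710956), which the paper names as MYOD, had 186 reads in the abnormal and 134 in the normal library and was not called (log2 ratio 0.50, 95% interval 0.18 to 0.82; FDR 0.00823, Audic-Claverie test).

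In simulated libraries with a biological variation of 0.4 and no replicates, the Audic-Claverie test with the paper's thresholds called 1517 unchanged genes. The libraries had 1692 DEGs in all. The variation of 0.4 was assumed for each simulated library, and the mixing of several piglets into a pool was not simulated. The 1517 genes are therefore not an estimate of the unchanged genes among the DEGs. How much of the list of DEGs reflects differences between piglets rather than between the groups was not tested, since each group has 1 pool.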
